# The role of microRNA-325-3p as a critical player in cell death in NSCs and astrocytes 

**DOI:** 10.3389/fcell.2023.1223987

**Published:** 2024-01-16

**Authors:** Yukyeong Lee, Seung-Won Lee, Dahee Jeong, Hye Jeong Lee, Kinarm Ko

**Keywords:** microRNA, neural stem cells, astrocytes, proliferation, differentiation, apoptosis

## Abstract

Neural stem cells (NSCs) are defined by their ability to self-renew and generate various cell types within the nervous system. Understanding the underlying mechanism by which NSCs proliferate and differentiate is crucial for the efficient modulation of *in vivo* neurogenesis. MicroRNAs are small non-coding RNAs controlling gene expression concerned in post-transcriptional control by blocking messenger RNA (mRNA) translation or degrading mRNA. MicroRNAs play a role as modulators by matching target mRNAs. Recent studies have discussed the biological mechanism of microRNA regulation in neurogenesis. To investigate the role of microRNAs in NSCs and NSC-derived glial cells, we screened out NSC-specific microRNAs by using miRNome-wide screening. Then, we induced downregulation by the sponge against the specific microRNA to evaluate the functional role of the microRNA in proliferation, differentiation, and apoptosis in NSCs and NSC-derived astrocytes. We found that microRNA-325-3p is highly expressed in NSCs and astrocytes. Furthermore, we showed that microRNA-325-3p is a regulator of apoptosis by targeting brain-specific angiogenesis inhibitor (BAI1), which is a receptor for apoptotic cells and expressed in the brain and cultured astrocytes. Downregulation of microRNA-325-3p using an inducible sponge system induced cell death by regulating BAI1 in NSCs and NSC-derived astrocytes. Overall, our findings can provide an insight into the potential roles of NSC-specific microRNAs in brain neurogenesis and suggest the possible usage of the microRNAs as biomarkers of neurodegenerative disease.

## 1 Introduction

MicroRNAs are a class of conserved non-coding RNAs containing about 22 nucleotides that modulate gene expression by targeting messenger RNA (mRNA), which leads to reduced translational efficiency, thereby influencing many biological processes. Large numbers of microRNAs contribute to neural maturation processes and have been found to have distinct expression patterns. Furthermore, many microRNAs are dynamically regulated during central nervous system (CNS) development and are spatially expressed in the adult brain, indicating their essential roles in neural development and function (Rajasethupathy et al., 2009; Cao and Chan, 2016). In addition, the dysfunction of microRNAs contributes to neurological diseases (Cao and Chan, 2016). MicroRNAs are a class of small non-coding RNAs that have been shown to play key roles in neural development and stem cell proliferation and differentiation (Bonev et al., 2011; Coolen et al., 2013; Radhakrishnan and Anand, 2016). MicroRNA-9, which is known to be most highly expressed in neural development and the adult vertebrate brain, has been extensively studied for its association with neurodegenerative diseases such as Huntington’s, Alzheimer’s, and Parkinson’s diseases (Kim et al., 2007; Cogswell et al., 2008; Hébert et al., 2008; Packer et al., 2008; Buckley et al., 2010; Coolen et al., 2013; Zhang et al., 2013; Shaik et al., 2018).

Neural stem cells (NSCs) are a subset of undifferentiated precursor cells that can self-renew and have the capacity to give rise to neuronal and glial lineages (Gage, 2000). The process of functions including NSC proliferation, migration, and fate specification are regulated by the dynamic interplay between microRNA regulators and cell-extrinsic signals (Shi et al., 2008; Zhao et al., 2010; Wang et al., 2013). Abnormal microRNA expression due to overexpression or inhibition may interfere with a general mechanism between NSC proliferation and differentiation (Zhao et al., 2009; Zhao et al., 2010; Wang et al., 2013; Zhang et al., 2015; Miao et al., 2017). In the CNS, glial cells significantly influence cell structure similar to cell homeostasis. Astrocytes, also known collectively as astroglia, participate in all essential CNS functions including homeostasis and neurogenesis (Aschner, 1998; Becher et al., 2000; Simard and Nedergaard, 2004; Otaegi et al., 2011; Oberheim et al., 2012; Howarth, 2014; Tay et al., 2015). Previous studies suggest that microRNAs can directly modify the glial phenotype and cause astrocyte dysfunction and promote astrocyte proliferation in models of chronic spinal cord injury (Hoye et al., 2018; Wang et al., 2018). Research on specific microRNA expression involving NSCs has been conducted, however, studies on the role of specifically enriched microRNAs in NSCs and astrocytes are still scarce.

In this study, we aimed to find microRNAs highly expressed in NSCs and astrocytes by miRNome-wide screening based on quantitative reverse transcription polymerase chain reaction (qRT-PCR). Furthermore, we investigated the role of highly expressed microRNAs in NSCs and astrocytes in cell proliferation and differentiation and its target gene.

## 2 Materials and methods

### 2.1 NSC culture

The mouse NSCs used in this study were originally generated in our previous study (Lee et al., 2015). NSCs were cultured on Matrigel (Corning)-coated 24-well plates and under expansion conditions, with the culture medium consisting of DMEM/F12 (Corning) with N2 supplement (Gibco, United States), B27 supplement without vitamin (Gibco), penicillin/streptomycin (Gibco), non-essential amino acids (Gibco), β-mercaptoethanol (Gibco), fibroblast growth factor-basic (PeproTech, Korea, 20 ng/mL), and platelet-derived growth factor-AA (Prospec, East United States, 20 ng/mL).

### 2.2 Differentiation into astrocytes and neurons

For differentiation into astrocytes, NSCs were seeded at 2.5 × 10^5^ cells on Matrigel-coated 24-well plates. The following day, the cells were fed with astrocyte differentiation medium, consisting of DMEM/F12 with 15% fetal bovine serum (FBS; Corning, United States), N2 supplement (Gibco, United States), penicillin/streptomycin (Gibco), non-essential amino acids (Gibco), and β-mercaptoethanol (Gibco) for 7 days. For the differentiation of NSCs into neurons, NSCs were seeded at 1.5 × 10^5^ cells on poly-l-ornithine/laminin–coated 24-well plates. During the first 4 days, the cells were cultured in the neuronal differentiation medium containing DMFM/F12 (Corning), B27 supplement (Gibco), N2 supplement (Gibco), penicillin/streptomycin (Gibco), non-essential amino acids (Gibco), β-mercaptoethanol (Gibco), and fibroblast growth factor-basic (20 ng/mL; PeproTech). On day 4 of neuronal differentiation, the medium was replaced without fibroblast growth factor-basic, and the cells were cultured until day 8 of neuronal differentiation.

### 2.3 MicroRNA expression analysis by MicroRNA profiling

The quantitative PCR (qRT-PCR) array was used for parallel quantitative analysis of microRNA expression. MicroRNA profiling was performed using the Mouse miRNome Sanger miRBase microRNA Profiler Set (#RA670A-1, System Biosciences, United States). The expression of mouse microRNAs (based on Sanger miRBase version 14) was analyzed as per the manufacturer’s instructions. https://www.systembio.com/wp/wp-content/uploads/2020/10/miRNome_Profilers_Manual_WEB-1.pdf. The microRNA array data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE241920 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241920).

### 2.4 Differentially expressed microRNA analysis

MicroRNA microarray data were normalized by logarithmic transformation, and values not measured in the microarray were removed. MicroRNA expression difference values between MEF, ESC, and NSC were visualized using the pheatmap R package.

### 2.5 Construction of MicroRNA sponge

Lentiviral green fluorescent protein (GFP)-microRNA sponge directed against the microRNA-325-3p vector was designed based on the pLVTHM (#12247, Addgene, United States) plasmid. First, the microRNA sponge was inserted by using T4 ligase into the Bspd1 (NEB, United States)- and Mlu1 (NEB)-digested pLVTHM plasmid and transformed into DH5α by using the heat shock method. Furthermore, selected colonies were incubated in Luria–Bertani broth with ampicillin for minipreparation. For self-ligation, the plasmid was digested with the Bspd1 and Mlu1 restriction enzyme and electroporation was performed to confirm the size.

To insert the plasmid inserted with the microRNA sponge into the inducible system vector pLVET-tTR-KRAB (#11644, Addgene), the backbone and insert were digested with the restriction enzymes Fsp1 and Msc1, and the cut insert was ligated into the backbone plasmid to generate an inducible microRNA sponge (Cosmogenetech, South Korea).

### 2.6 Lentivirus production

Lentiviruses were produced in HEK293T (293T) packaging cells in culture medium with DMEM containing 10% FBS by effect vector, packaging vector ps-PAX2 (#12260, Addgene), and envelop vector VSV-G (#12259, Addgene) for 48 h. The supernatant was transferred to a 50-mL conical tube and mixed with a Lenti-X Concentrator (Clontech, United States). After overnight incubation at 4°C, viral particles were collected and suspended in a conditioned medium.

### 2.7 Cell transduction

Viral particles suspended in the NSC culture medium were added to 1 × 10^4^ NSCs on a Matrigel-coated 12-well plate with polybrene (5 μm/mL; Sigma Aldrich) for 48 h. After 2 days, the medium was carefully removed by using a pipette, and fresh NSC medium was added.

### 2.8 Fluorescence-activated cell sorting (FACS)

After lentivirus infection to NSCs, the infected cells were harvested and filtered using a 70-μm cell strainer. The filtered cells were washed with Dulbecco’s phosphate-buffered saline (DPBS) and transferred into a new FACS tube. An FACS Aria I flow cytometer (BD Biosciences, United States) was used by an operator to separate and sort GFP-positive cells.

### 2.9 Cell counting

Cell counting was conducted for every culture using an automated cell counter (Bio-Rad, United States) and counter slides (Bio-Rad) with trypan blue (Sigma Aldrich, United States). The numbers in the graphs were conceived by carefully checking them three times.

### 2.10 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay

Fresh NSC medium 900 μL and MTT solution 100 μL (Sigma) were added into each well of a 96-well plate, and the plate was incubated at 37°C for 3 h. After incubation, the MTT solution was replaced with DMSO (Sigma, United States) and incubated on an orbital shaker for 15 min. The absorbance of the plate was read at OD = 540 nm.

### 2.11 Annexin-V assay

The cells were collected by centrifugation and resuspended in 500 μL of binding buffer and 5 μL of annexin v-Cy3 (BioVision, United States) and incubated at room temperature (RT) for 10 min in the dark. The stained cells were analyzed by flow cytometry using an FL2 channel for annexin v-cy3.

### 2.12 Propidium iodide (PI) assay

The cells were stained with propidium iodide (PI) (Sigma-Aldrich) in binding buffer and incubated at RT for 15 min in the dark. After incubation, the stained cells were analyzed by flow cytometry.

### 2.13 Total RNA and small RNA extraction

To extract total RNA or microRNA-enriched RNA, we used an RNeasy and miRNeasy Mini Kit (Qiagen, Germany), following the supplier’s instructions.

### 2.14 cDNA synthesis

Total RNA (1 μg) was reverse-transcribed into cDNA using a high-capacity cDNA reverse transcription kit (Applied Biosystems, United States) and miScript RT (Qiagen) following the manufacturer’s protocol.

### 2.15 PCR

All reverse transcription polymerase chain reactions (RT-PCRs) used Ex Taq polymerase (TaKaRa, Japan) and were performed for 25–28 cycles for all markers. The primers used to amplify cDNA samples are listed in Supplementary Table S1. Gene expression levels were evaluated by qRT-PCR using a Roche real-time PCR system (Roche, Switzerland) and SYBR Green (Thermo Scientific, United States). Primer sequences are listed in Supplementary Table S1.

### 2.16 Immunocytochemistry

The cells were fixed in 4% paraformaldehyde for 10 min at RT and washed with Dulbecco’s phosphate-buffered saline (DPBS; HyClone, United States). For cell permeabilization, 0.5% Triton X-100 (Sigma-Aldrich) in DPBS was added to the fixed cells for 10 min at RT, and the cells were blocked with 2% of bovine serum albumin (Gibco) in DPBS for 1 h at RT. Then, the cells were rinsed and incubated in the primary antibody solution overnight at 4°C and washed with 0.2% Tween 20 in DPBS. After washing, the cells were incubated in the secondary antibody solution for 1 h at RT and washed with 0.2% Tween 20 in DPBS. For nuclear acid staining, the cells were incubated in the 4′-6-diamidino-2-phenylindole (DAPI) antibody for 5 min at RT and washed with 0.2% Tween 20 in DPBS. Antibody information is shown in Supplementary Table S2.

### 2.17 Western blotting

The cells were lysed in RIPA lysis buffer (Thermo Scientific) with a protease inhibitor cocktail (Thermo Scientific). The samples were run on 8% SDS-PAGE gel for 20 min at 80 V and 40 min at 120 V and then transferred to a transfer membrane (Pall Life Sciences, United States) for 90 min at 110 V. The membrane was blocked in 5% skimmed milk in Tris-buffered saline with Tween 20 (TBST) for 1 h at RT. The membrane was incubated with the primary antibody in blot buffer overnight at 4°C and washed three times for 5 min each with TBST. Then, the blots were incubated with a secondary antibody conjugate to HRP for 1 h at RT. The membrane was washed three times for 5 min each with TBST and incubated with an appropriate luminol-based chemiluminescent substrate. After incubation, the membrane was visualized on an ImageQuant LAS 4000. Images were quantified using ImageStation and ImageJ software. Antibody information is shown in Supplementary Table S3.

### 2.18 Gene prediction

To search for mRNA that might regulate mmu-miR-325-3p expression, we used the following public prediction algorithms and databases (miRDB and MGI):

https://www.informatics.jax.org/interaction/explorer?markerIDs=MGI:3619336 and https://mirdb.org/cgi-bin/search.cgi?searchType=miRNA&full=mirbase&searchBox=MIMAT0000558.

### 2.19 Statistical analysis

All data are presented as means ± SEM. All statistics were calculated using independent *t*-tests or analysis of variance (ANOVA) with the least significant difference test for *post hoc* analysis. A value of *p* < 0.05 was considered significant.

## 3 Results

### 3.1 Identification of NSC-specific microRNA by miRNome-wide screening and qRT-PCR

The samples consisting of MEFs, ESCs, and NSCs were used to identify NSC-specific microRNA. 

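The screen measured 709 mouse microRNAs by qRT-PCR in 3 samples, 1 each of MEFs, ESCs and NSCs. MEFs are fibroblasts grown from mouse embryos, ESCs are pluripotent cells of the early embryo, and the NSCs came from fetal mouse forebrain. With 1 sample per cell type there are no biological replicates, and p-values are given only as the authors' own. Small RNAs were tailed with poly-A, reverse transcribed from a tagged oligo-dT primer and amplified with SYBR Green on 2 plates, which held 380 and 329 microRNA assays based on miRBase version 14. Each sample was run 2 times, and these runs are technical repeats. The authors deposited the Ct of each well, the cycle at which the product is detected, so that a Ct lower by 1 stands for about 2 times as much RNA. For each plate and sample, the mean Ct of the small RNAs U6, RNU43 and U1 was subtracted from the mean Ct of the 2 runs to give a delta Ct, and a log2 fold is the difference between the delta Ct values of 2 samples. The error given with a log2 fold combines the SD between runs in both samples, each divided by the square root of 2, and covers PCR error only. A microRNA is called higher or lower where the fold was at least 4, the runs of the samples did not overlap, and the mean Ct was at most 32 in the higher sample. In NSCs 686 microRNAs were measured, 451 of them at a mean Ct of at most 32. The numbers were 680 and 382 in ESCs, and 700 and 515 in MEFs. The median gap between the 2 runs was 0.169 cycles up to a mean Ct of 32 and 0.548 cycles above it in NSCs, 0.168 and 0.653 cycles in ESCs, and 0.152 and 0.520 cycles in MEFs, so low levels are known less precisely. The reference RNAs did not shift alike between samples. On plate 1, U6 was 2.59 cycles, U1 2.31 cycles and RNU43 0.99 cycles later in ESCs than in NSCs, and with RNU43 alone the median log2 fold of all microRNAs moves up by 1.15 for NSCs over MEFs and by 0.98 for NSCs over ESCs. The NSC and ESC Ct values in the paper's supplementary table equal the deposited ones within 0.001 cycles in all 1362 and 1335 wells measured in both tables, whereas 0 of 1351 MEF wells do. The deposited MEF values are used here. Groups of related microRNAs were listed before the deposited files were examined. The paper's supplementary tables hold the same NSC and ESC Ct values and were seen while the analysis was planned. The lists therefore cannot be taken as independent of the data. The median log2 fold of each list is placed as a percentile among 10000 random lists of the same size and similar levels, as a description of these 3 samples.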

Small non-coding RNA was extracted from these samples. Then, we screened out NSC-specific microRNAs by miRNome-wide screening and confirmed by using real-time PCR. 

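In NSCs, 4 microRNAs were at least 50-fold higher than in both MEFs and ESCs, which is the fold used for the heatmap. They were miR-9, miR-9*, miR-325 and miR-384-5p. miR-9 and miR-9* are cut from the same hairpin, which the mouse genome encodes in 3 genes, and are known for their role in neural development. The log2 fold of miR-9* was 10.63 ± 0.48 over MEFs and 9.48 ± 1.19 over ESCs, and that of miR-384-5p was 6.15 ± 0.22 and 6.50 ± 0.48. The gene of miR-384 is a neighbour of the gene of miR-325, with 1 gene, 5330434G04Rik, between them in the RefSeq annotation of the mouse genome. A further 4 microRNAs were called higher in NSCs than in both other cell types: miR-219, miR-153, miR-338-3p and miR-335-5p. The first 3 of them are known from neurons or oligodendrocytes. Called higher than in both were 7 microRNAs with U6 alone, without miR-335-5p, 6 with U1 alone, without miR-219 too, 26 with RNU43 alone, and 4 with later Ct values set to 32, namely miR-9, miR-9*, miR-219 and miR-335-5p. They were 3 with runs within 1 cycle and 0 with late microRNAs left out, and, with alternatives chosen after seeing the data, 4 with miR-16 as the reference and 16 with the MEF Ct values of the paper's supplementary table. Of the 24 microRNAs of the neural list, 5 were higher in NSCs than in MEFs (miR-9, miR-9*, miR-153, miR-219 and miR-338-3p), 4 were lower (miR-218, miR-7a, miR-7b and miR-134), and 15 were not called. Over ESCs, 6 were higher, with miR-344 added to the same 5, and 3 were lower (miR-218, miR-7a and miR-7b). The median log2 fold of the neural list was 0.43 over MEFs and 0.49 over ESCs, at percentiles 100 and 99.96 of the random lists. With U6 alone as the reference both medians fell below 0 (-0.08 and -0.06), as did the median over MEFs with U1 alone (-0.25) and both with miR-16 (-0.35 and -2.08), a reference chosen after seeing the data. A reference moves all microRNAs of a plate alike, so these signs do not say how the list stands against the other microRNAs. Both medians also turned with late microRNAs left out (-0.40 and -0.61) and with later Ct values set to 32 (-0.00226 and -0.64), and the median over ESCs with runs within 1 cycle (-0.26). Leaving out late microRNAs removes miR-9, miR-9*, miR-153 and miR-338-3p from both comparisons, and miR-219 from that with ESCs. A limit of 32 makes folds over late wells lower bounds. Neither setting can therefore tell against a higher level of these members in NSCs. With the MEF Ct values of the paper's supplementary table, also chosen after seeing the data, 9 of the 24 were higher in NSCs than in MEFs and 3 lower (median 1.30, percentile 99.94). In the other direction, 63 microRNAs were lower in NSCs than in both MEFs and ESCs, among them miR-31*, with log2 folds of -9.87 ± 0.53 and -9.77 ± 0.52, and miR-218, with -6.60 ± 0.26 and -4.13 ± 0.27. Both comparisons share the NSC sample. In the deposited values ESCs also stood near the MEF level on the fibroblast and mesenchymal list, so the comparisons may not be independent. Over MEFs, the fold of miR-384-5p was 71.1 and fell below 50 with U6 alone (49.8), U1 alone (44.2) and miR-16 (41.3) as the reference, and to 22.1 with the supplementary table's MEF Ct values, with which miR-219 was at least 50-fold higher than in both. All of the 4 microRNAs at 50-fold had a mean Ct above 32 in MEFs and ESCs. With later Ct values set to 32, which makes these folds lower bounds, 2 of the 4, miR-9 and miR-9*, stayed at least 50-fold higher than in both.

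**Figure D1:**
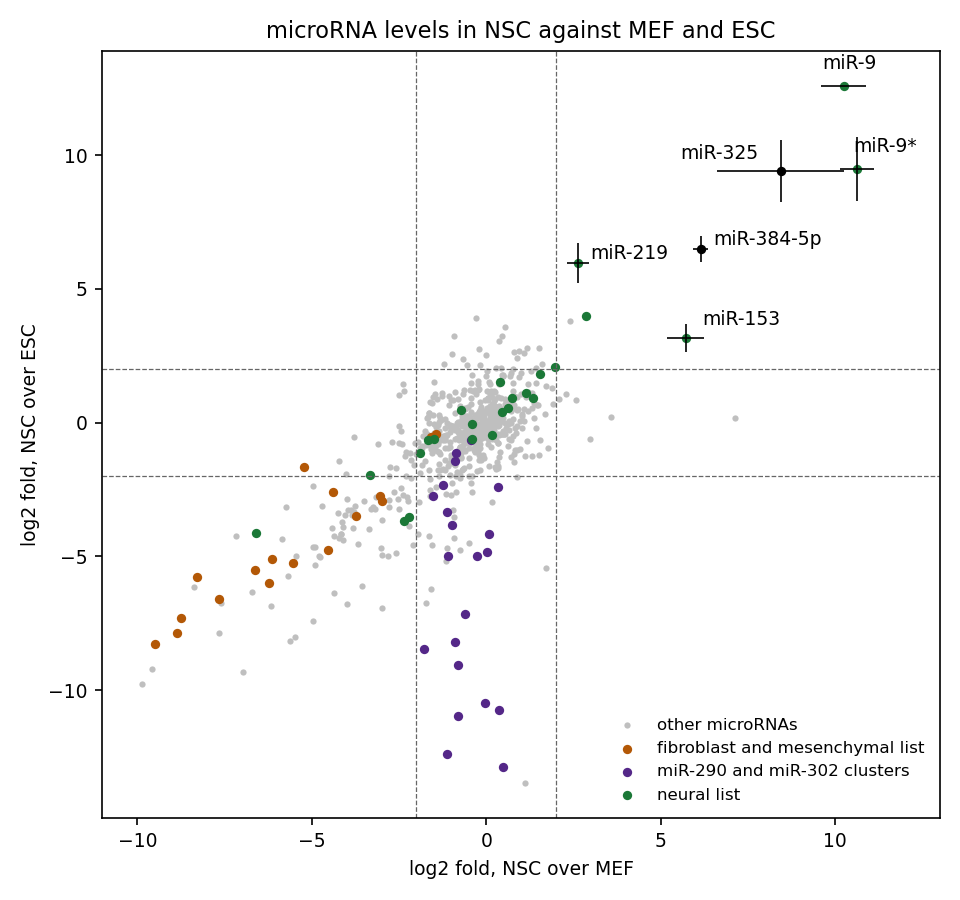
Each point is 1 microRNA, with its log2 fold of NSCs over MEFs on the horizontal axis and of NSCs over ESCs on the vertical axis. Dashed lines mark a 4-fold difference, and error bars on the labelled microRNAs show the PCR error, for miR-9 over ESCs from the NSC runs alone since 1 ESC well gave a value. miR-9, miR-9*, miR-325 and miR-384-5p stand apart at the upper right, the fibroblast and mesenchymal list runs to the lower left, and the miR-290 and miR-302 clusters are low against ESCs.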

Heatmap analysis data indicated candidates that had a relatively high number of NSCs compared to MEFs and ESCs (Figure 1A). After normalization to the MEF group, microRNAs highly expressed in NSCs were identified (Figure 1A; left panel). Similarly, after normalization to the ESC group, microRNAs highly expressed in NSCs were identified (Figure 1A; right panel).

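Against MEFs, 12 microRNAs were higher in NSCs and 95 were lower, of 685 measured in both samples. At least 50-fold higher were miR-9*, miR-9, miR-325, miR-346, miR-384-5p and miR-153. miR-153, a brain microRNA, had a log2 fold of 5.71 ± 0.53, or 52.4-fold, and fell below 50-fold with U6 alone (36.8), U1 alone (32.6) and 1.9-fold amplification per cycle (39.1), and to 6.45-fold with the MEF Ct values of the paper's supplementary table. miR-346 had one of 7.13 from 1 MEF well, or 1.17 with those values, and it is named here after its value was seen. Smaller differences were found for miR-335-3p (2.97 ± 0.13), miR-219 (2.63 ± 0.31), miR-335-5p (2.39 ± 0.25) and miR-30c (2.30 ± 0.15), the last 2 of which were below 4-fold with U6 alone (1.88 and 1.79) and U1 alone (1.71 and 1.61), as was miR-219 with U1 alone (1.94). With the MEF Ct values of the paper's supplementary table, miR-30c fell to 0.31, while miR-335-5p was at 2.37 and miR-219 at 6.11. Of the 17 microRNAs of the fibroblast and mesenchymal list, 15 were lower in NSCs and none was higher, with a median log2 fold of -5.53 (percentile 0). Among them, miR-199a-3p was at -9.50 ± 0.69, miR-196a, which is encoded in the Hox clusters, at -8.86 ± 0.56, and miR-145, a microRNA of smooth muscle and mesenchymal cells, at -7.66 ± 0.09. Of 70 measured microRNAs of the imprinted Dlk1-Dio3 cluster, 32 were lower and none was higher (median -2.15, percentile 0), with miR-379 at -9.57 ± 0.19 and miR-434-5p at -7.65 ± 0.38. In the blood and endothelial list 3 of 8 were lower (miR-142-3p, miR-223 and miR-126-5p, median -1.82, percentile 2.52), with miR-142-3p at -6.16 ± 0.57. In the Sfmbt2 intron cluster 11 of 52 were lower, among them miR-466a-3p at -5.61 ± 0.69, while the median of -0.44 (percentile 69.79) turned to 0.71 with RNU43 alone as the reference, and was -2.06 (percentile 0), with 22 of 52 lower, with the MEF Ct values of the paper's supplementary table. The heatmap normalized to MEFs also holds ESCs, in which 36 microRNAs were higher than in MEFs and 22 were lower. These counts were 30 and 35 with U1 alone, 93 and 29 with the MEF Ct values of the supplementary table, and 161 and 1 with miR-16 as the reference, the last 2 chosen after seeing the data. The miR-290 cluster, which is typical of pluripotent cells, had 10 of 13 members higher in ESCs than in MEFs (median log2 fold 6.69, percentile 100), led by miR-295 at 11.28 ± 0.06, and the miR-302 cluster had 5 of 8 (miR-302a, miR-302a*, miR-302b, miR-302c and miR-302d, median 4.08, percentile 100), with miR-302d at 6.55 ± 0.09. In NSCs, none of the measured members of these clusters was called different from MEFs in the deposited values. With RNU43 alone as the reference, 50 microRNAs were higher in NSCs than in MEFs and 60 were lower, with U1 alone 8 and 153, and with miR-16 8 and 167. With the MEF Ct values of the paper's supplementary table, an alternative chosen after seeing the data, the counts were 55 and 78, and miR-335-3p turned to -1.90. With those values 3 of 69 members of the Dlk1-Dio3 cluster were lower in NSCs than in MEFs (median -0.20), 8 of 17 of the fibroblast and mesenchymal list (median -1.902) and 7 of 13 of the miR-290 cluster (median -2.34), none being higher, and 6 of 9 of the let-7 family were higher and none lower (median 2.42).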

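Against ESCs, 20 microRNAs were higher in NSCs and 101 were lower, of 678 measured in both samples. miR-9 had the largest log2 fold, 12.58, with 1 of its 2 ESC wells measured, and miR-219, a microRNA known from oligodendrocytes, had one of 5.98 ± 0.75. miR-338-3p (4.00 ± 0.32), miR-33 (3.92 ± 0.46), miR-335-5p (3.79 ± 0.34) and miR-153 (3.16 ± 0.54) were higher as well, but with later Ct values set to 32 the lower bounds for miR-338-3p and miR-153 were -0.71 and -1.01. The microRNAs of pluripotent cells were lower in NSCs. In the miR-290 cluster 11 of 13 measured members were lower and none was higher (median log2 fold -8.20, percentile 0), with miR-295 at -12.40 ± 0.16 and miR-294 at -10.97 ± 0.11. The miR-302 cluster had the same 5 of 8 members lower (median -4.51, percentile 0.08), with miR-302d at -7.16 ± 0.26. In the miR-200 family, known from epithelial and pluripotent cells, 2 of 9 were lower (median -2.25, percentile 3.04), miR-200b at -6.23 ± 0.24 and miR-200c at -5.45 ± 0.61. The fibroblast and mesenchymal list was lower in NSCs than in ESCs too, with 14 of 17 lower and none higher (median -5.10, percentile 0). Among these, miR-199a-3p was at -8.29 ± 0.69 and miR-145 at -6.60 ± 0.10. RNA of feeder cells may add a part of the ESC level of the fibroblast and mesenchymal list, which stays open. Between ESCs and MEFs that list had a median of -1.04, with 2 members lower in ESCs (miR-199a-5p and miR-214*) and none higher. With the MEF Ct values of the paper's supplementary table this median turned to 2.26, with 12 of 17 higher in ESCs and none lower. With miR-16 as the reference it turned to 0.80, which is below the median of all microRNAs there, 1.60. Both alternatives were chosen after seeing the data. A reference moves all microRNAs of a plate alike, so a sign turned by miR-16 does not place the list against the others. Of 70 measured members of the Dlk1-Dio3 cluster 20 were lower in NSCs than in ESCs (median -1.90, percentile 0), and of the blood and endothelial list 4 of 8 (miR-142-3p, miR-150, miR-126-3p and miR-126-5p, median -3.06, percentile 0.94). The Sfmbt2 intron cluster had 14 of 52 lower, with a median of -1.01 (percentile 0.61) that became 0.02 when microRNAs above a Ct of 32 in either sample were left out. None of the 9 microRNAs of the let-7 family was called, at a median of 0.69 (percentile 99.65). It turned to -1.94 with miR-16 as the reference, where the median of all microRNAs was -2.96. All of the 5 microRNAs at least 50-fold higher in NSCs had a mean Ct above 32 in ESCs. With RNU43 alone as the reference, 56 microRNAs were higher and 76 lower, and with miR-16 5 were higher and 334 lower.

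**Figure D2:**
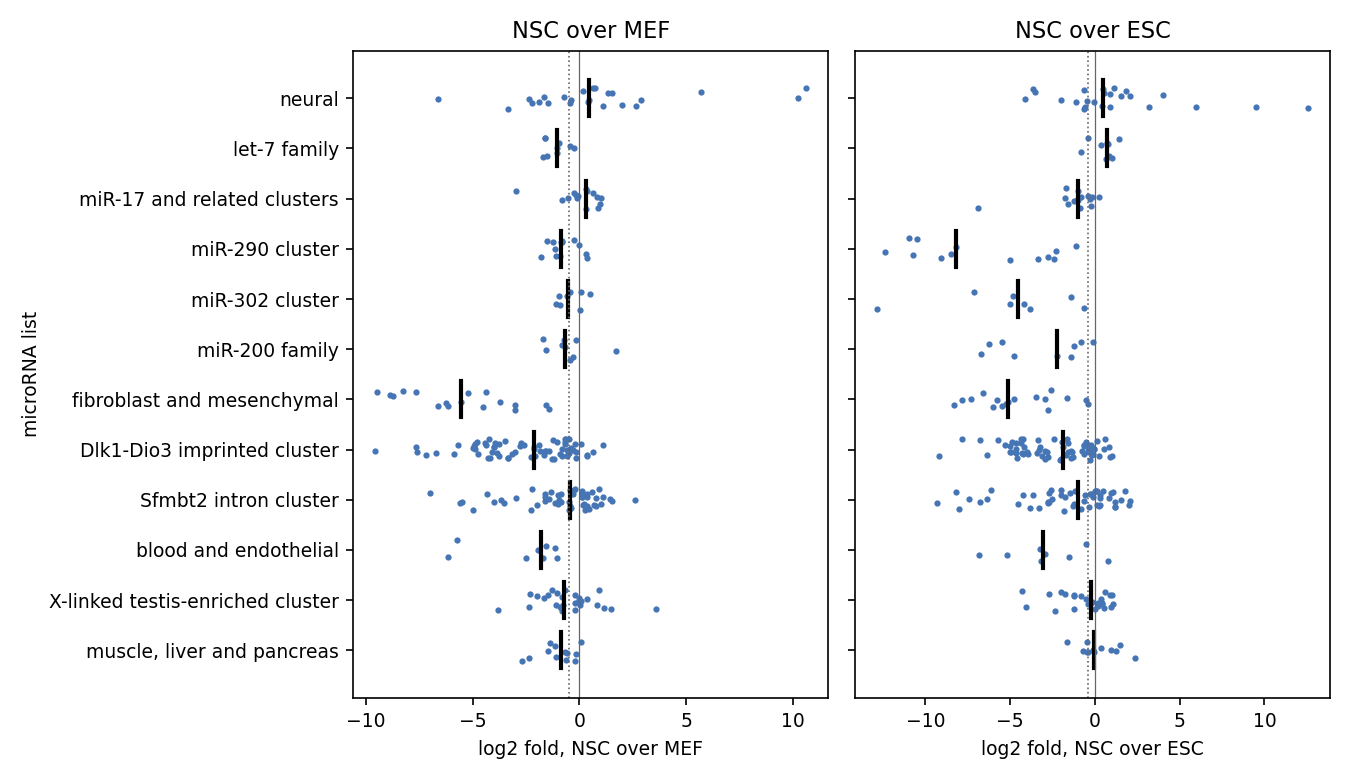
Log2 fold of NSCs over MEFs (left) and over ESCs (right) for the members of each microRNA list, 1 point per microRNA. Black bars mark the median of the list, the solid line marks 0 and the dotted line the median of all microRNAs (-0.48 over MEFs and -0.42 over ESCs). The fibroblast and mesenchymal list lies to the left in both panels, and the miR-290 and miR-302 clusters only in the panel against ESCs.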

**FIGURE 1:**
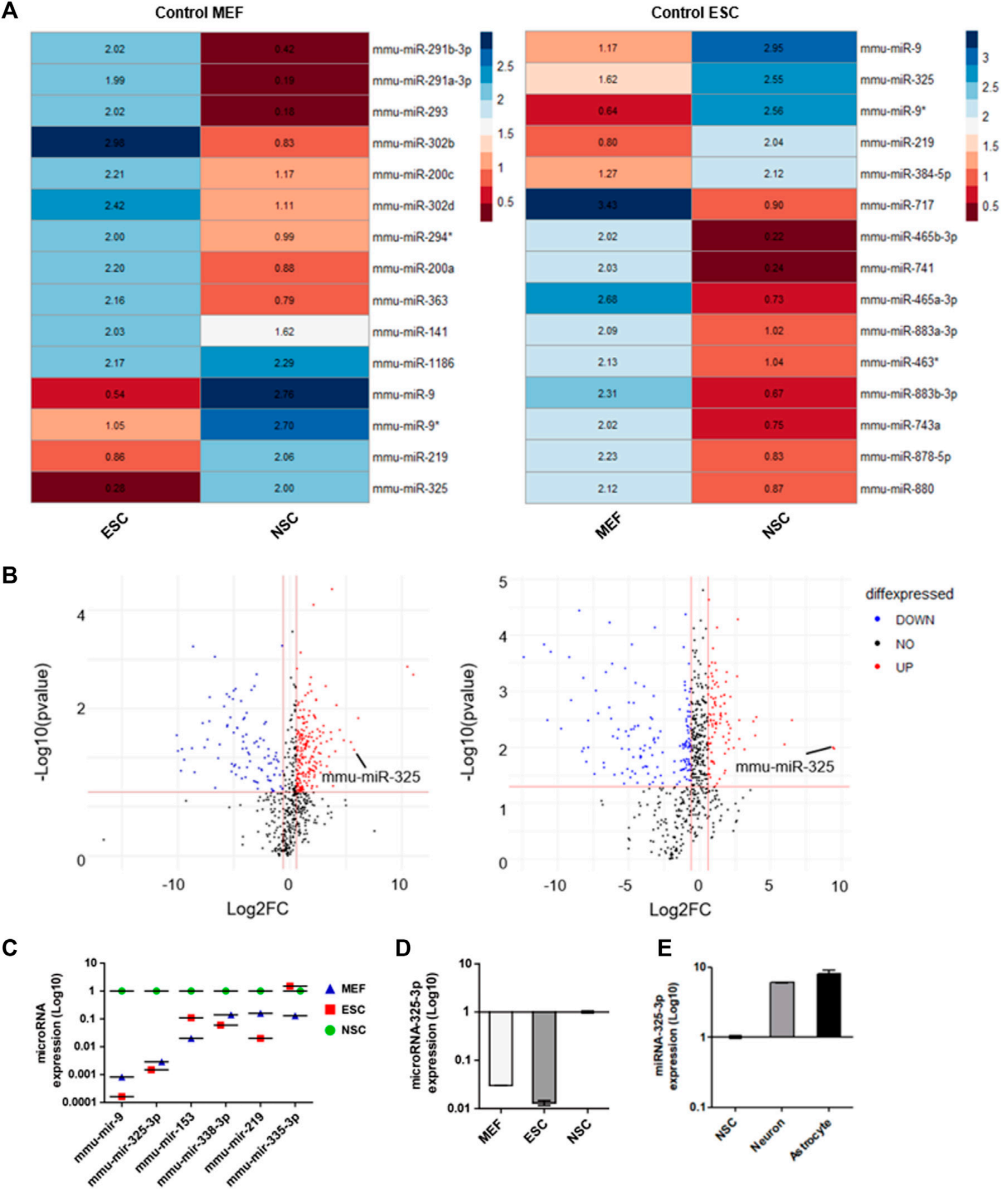
Identification of NSC-specific microRNA by miRNome-wide screening and qRT-PCR. **(A)** Heatmap analysis of miRNome expression profiles of MEFs, ESCs, and NSCs. Heatmaps were generated with 50-fold higher expression. R was used for analysis. **(B)** Volcano plot. The log2 FC indicates the expression level for each microRNA after the normalization to MEFs (left) and ESCs (right). **(C)** Representative dot graph based upon microRNA expression levels in MEFs, ESCs, and NSCs. **(D)** qRT-PCR analysis. Representative bar graph based upon microRNA-325-3p expression levels in MEFs, ESCs, and NSCs. **(E)** qRT-PCR analysis. Representative bar graph based upon microRNA-325-3p expression levels in NSCs, neurons, and astrocytes. Graphs represent changes after normalization to NSCs. Data are presented as the means ± SEM (*n* = 3).

Based on these results, it was confirmed that microRNA-325 was highly expressed specifically in NSCs. 

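miR-325 was detected at a Ct of 28.06 and 28.23 in the 2 runs of NSCs, at 35.19 and 38.81 in MEFs, and at 38.36 and 40.65 in ESCs. Its log2 fold was 8.44 ± 1.82 for NSCs over MEFs and 9.40 ± 1.15 for NSCs over ESCs, that is 348-fold and 675-fold. By fold it ranked 3 in each of these comparisons, after miR-9 and miR-9*, and across the alternatives its rank ranged from 2 to 5 over MEFs and from 1 to 13 over ESCs. The rank of 13 comes from a lower bound, with later Ct values set to 32. Over ESCs it is not separated from miR-9* (9.48 ± 1.19) beyond the PCR error. Over MEFs it is not separated from miR-9 (10.24) either, since its own error of 1.82 reaches that value. It stood above miR-9* over ESCs with U1 alone (531-fold against 503-fold) and in the second run (1404-fold against 319-fold), and above miR-9 over MEFs in the second run (1151-fold against 784-fold). The order with U1 alone turns because the 2 assays are on different plates. U1 came 2.31 cycles (plate 1, miR-325) and 2.60 cycles (plate 2, miR-9*) later in ESCs than in NSCs. miR-325 ranked 5 over MEFs with the MEF Ct values of the paper's supplementary table. Between ESCs and MEFs its log2 fold was -0.96 ± 2.14, which is within the PCR error. A separate assay, miR-325*, measures the other strand of the same hairpin. miR-325* had a mean Ct of 32.09 in NSCs and was not called against either cell type, at a log2 fold of -0.55 ± 0.15 over MEFs and 2.17 ± 0.15 over ESCs. The difference from ESCs was at least 4-fold, but a call as higher in NSCs needs a Ct of at most 32 there. With the MEF Ct values of the paper's supplementary table, chosen after seeing the data, the log2 fold of miR-325* over MEFs turned to 2.18. The deposited names do not say which of the 2 assays is the 3p arm. The paper lists a primer for mir-325-3p, but its sequence was not compared with the assays here. The values of miR-325 may therefore not be those of the paper's microRNA-325-3p. The Ct values of miR-325 in MEFs and ESCs are late, and with later Ct values set to 35 its log2 fold is at least 6.44 over MEFs and 4.90 over ESCs, or at least 3.44 and 1.896 with a limit of 32. With the MEF Ct values of the paper's supplementary table, chosen after seeing the data, the log2 fold over MEFs is 5.73. From the heatmaps against MEFs and ESCs, the paper concludes that microRNA-325 was highly expressed specifically in NSCs. The paper also reports a separate qRT-PCR of microRNA-325-3p in MEFs, ESCs and NSCs (Figure 1D), which was not analysed here.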

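Most folds in the authors' deposited table come with a p-value. For miR-325 the authors' deposited table gives p = 0.00694 between NSCs and MEFs and p = 0.01004 between NSCs and ESCs. For miR-9 the authors' deposited table has p = 0.000204 between NSCs and MEFs and no p-value against ESCs, where 1 well was measured. For miR-384-5p the values in the authors' deposited table are p = 0.00273 and p = 0.00326. For miR-1186 the authors' deposited table gives p = 0.310 and a level in MEFs of 0.00527 of that in NSCs, from a MEF Ct of 34.6 in the paper's supplementary table. In the deposited Ct values its MEF Ct is 27.1 and its log2 fold over MEFs is 0.73 ± 0.14. Over all microRNAs, the authors' p-value was under 0.05 for 360 of 656 microRNAs between NSCs and MEFs and for 443 of 649 between NSCs and ESCs. These p-values were recomputed to within 1% for 655 and 649 microRNAs by a t-test of the Ct values of the runs without the reference RNAs, with the MEF Ct values of the paper's supplementary table. They compare the runs of 1 sample with those of another. Of the 443 microRNAs between NSCs and ESCs, 363 had the later Ct in ESCs, where the reference RNAs came 1.96 cycles (plate 1) and 2.09 cycles (plate 2) later than in NSCs, and 194 differed by less than 1.5-fold once the reference RNAs were subtracted. Between NSCs and MEFs, 75 of the 360 differed by less than 1.5-fold with that table's MEF Ct values.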

Following the heatmap analysis data, we profiled microRNAs that were expressed highly in NSCs (Figure 1B and Supplementary Figure S1) by using a volcano plot. Among these microRNAs, we found microRNA-325-3p, which had the highest expression in NSCs, followed by brain- and neuronal-specific microRNA-9, which is known to play an important role in neuronal development (Figure 1C). Furthermore, we confirmed through qRT-PCR analysis that NSC-specific microRNA is highly expressed in NSCs (Figure 1D). In addition, we observed an increase in the expression of microRNA-325-3P in NSC-derived neurons and astrocytes after induced differentiation, suggesting that microRNA-325-3p is not only NSC-specific but also could play a critical role in the differentiation into the neuronal or glial lineage (Figure 1E).

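By level within NSCs, miR-9* ranked 29, miR-9 ranked 36, miR-219 ranked 75 and miR-325 ranked 193 of the 686 microRNAs measured there. The mean Ct in NSCs was 23.53 for miR-9 and 28.14 for miR-325. Relative to a level of 1 in NSCs, and with the deposited MEF Ct values, miR-9 stood at 0.000825 in MEFs and 0.000163 in ESCs, and miR-325 at 0.00288 in MEFs and 0.00148 in ESCs. On the log2 scale, miR-9 was 10.24 ± 0.64 higher in NSCs than in MEFs. Of the other microRNAs drawn in Figure 1C, miR-153 stood at 0.0191 of the NSC level in MEFs and 0.112 in ESCs, and miR-338-3p at 0.137 and 0.0626. miR-219 stood at 0.162 in MEFs and 0.0159 in ESCs. miR-335-3p stood at 0.127 in MEFs and was 1.51 times the NSC level in ESCs. With the MEF Ct values of the paper's supplementary table, chosen after seeing the data, the MEF levels were 0.000483 for miR-9, 0.0145 for miR-219, 0.0188 for miR-325, 0.149 for miR-338-3p, 0.155 for miR-153 and 3.73 for miR-335-3p. A Ct compared between assays also depends on how well each primer works, so the ranks describe the assays.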

### 3.2 Establishment of GFP-lentiviral microRNA sponge plasmid and GFP-positive infected cells

To investigate the role of microRNA-325-3p in NSCs and NSC-derived differentiated cells, we designed a microRNA-325-3p-sponge carrying anti-sequence for binding to the microRNA-325-3p (Figure 2A). For generating an inducible system of sponge expression, we inserted the microRNA-325-3p-sponge into the EF1α/EGFP/TetR plasmid. To enhance the binding efficiency, three sites were designed on the sponge for binding to the target microRNA (Figure 2B). After generating lentiviral particles, the viral supernatant was concentrated with a concentrator and added to NSCs for 48 h to establish lentiviral-infected cells. For accurate separation of lentiviral-infected cells, only GFP-positive cells were cultured after fluorescence-activated cell sorting (Figure 2C). The GFP expression of the cultured cells was confirmed by flow cytometry (Figure 2D), and viral integration of the infected cells was confirmed by genomic DNA sequencing (Supplementary Figure S2).

**FIGURE 2:**
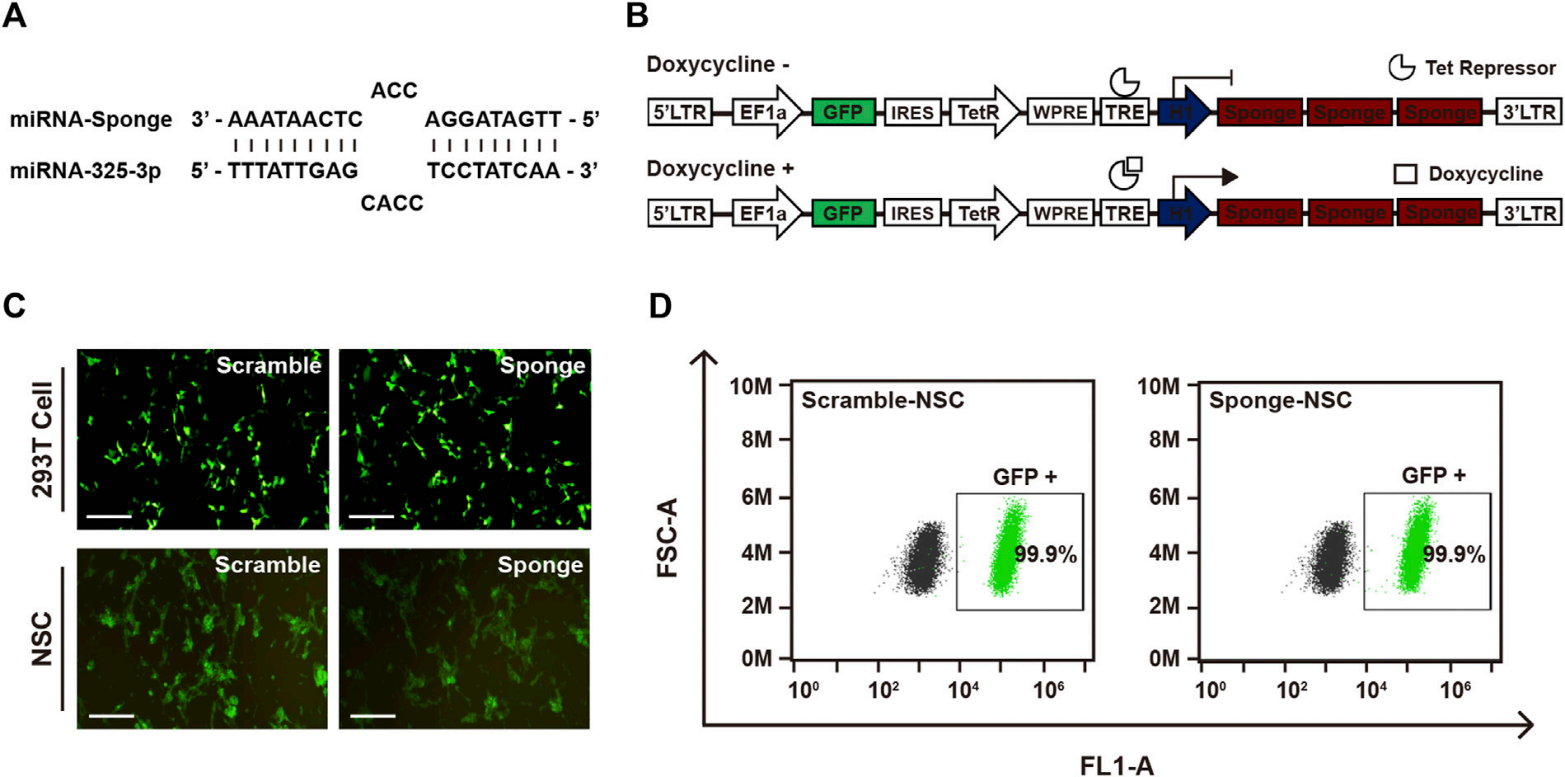
Establishment of the GFP-lentiviral microRNA sponge plasmid vector. **(A)** MicroRNA-325-3p binding site of a microRNA sponge. **(B)** Schematic representation of the inducible system and mechanism. In the absence of doxycycline or tetracycline, microRNA sponge expression is repressed by Tet repressor protein. MicroRNA sponge can be expressed by adding doxycycline or tetracycline. **(C)** Representative fluorescence microscopy images of 293T cells transfected using the scramble plasmid vector and microRNA-325-3p sponge plasmid vector and images of NSCs after lentiviral infection using the scramble plasmid vector and microRNA-325-3p-sponge plasmid vector. **(D)** Representative flow cytometry analysis of the population of negative cells (mock NSCs) and infected cells (scramble NSCs and sponge NSCs). Scale bars: 250 μm.

To confirm the properties of NSCs in the infected group, we examined the mRNA and protein expression of NSC-specific genes in the infected NSCs (Supplementary Figures S3A, B). Additionally, we validated the differentiation ability of the infected NSCs by demonstrating their capacity to differentiate into neurons and astrocytes (Supplementary Figure S3C). These data showed that the infected cells had the characteristics of NSCs. Therefore, we successfully established a cell line capable of modulating the expression of microRNA-325-3p, a regulator of cell proliferation and differentiation in NSCs, by using an inducible system with the microRNA sponge.

### 3.3 The role of NSC-specific microRNA-325-3p in proliferation and apoptosis in NSCs

MicroRNAs are known to be important to cell viability and proliferation. Here, we investigated a downregulation of microRNA-325-3p that affects the proliferation of NSCs by carrying out trypan blue and MTT assays. To induce downregulation of microRNA-325-3p with an inducible doxycycline system, doxycycline (final concentration: 100 ng/mL; Sigma-Aldrich) was added into the NSC culture medium for 72 h. The data showed that there was no difference between mock NSCs and scramble NSCs, but there was a small but significant decrease in the number of cells in sponge NSCs when downregulation of microRNA-325-3p was induced by the sponge (Figure 3A). Consistently, in the MTT assay, cell viability tended to decrease in sponge NSCs (Supplementary Figure S4). In addition, an annexin-v assay was performed with flow cytometry to measure the extent of apoptosis in cells (Aubry et al., 1999). The results show that the difference between control and staining treatment in mock NSCs and scramble NSCs was approximately 8%, while in sponge NSCs, labeled cells were increased to approximately 25% (Figures 3B, D). These results show that microRNA-325-3p downregulation can inhibit the proliferative capacity of NSCs and induce apoptosis.

**FIGURE 3:**
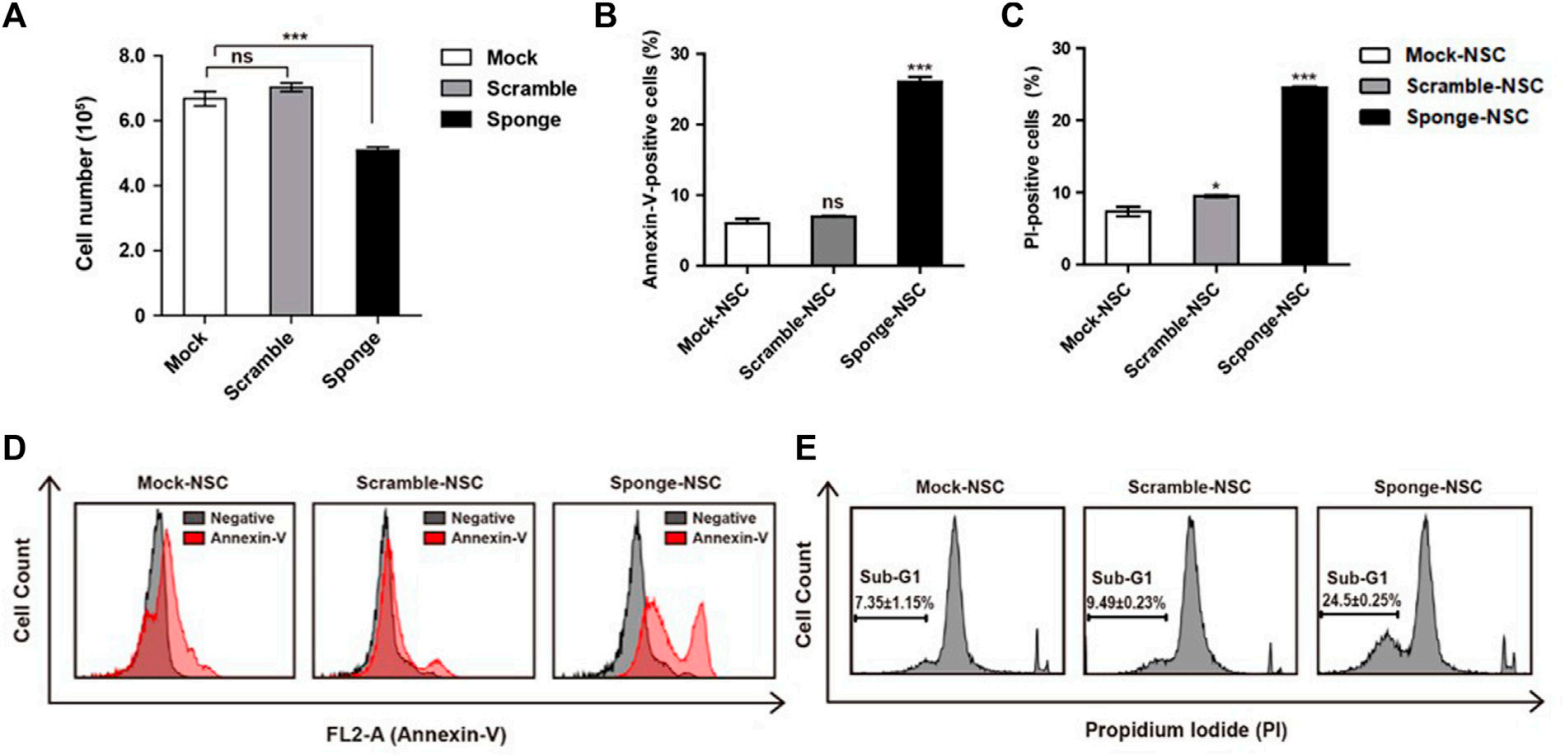
Role of NSC-specific microRNA-325-3p in proliferation and apoptosis in NSCs. **(A)** Representative bar graphs based upon the counting of the cell numbers in mock NSCs, scramble NSCs, and sponge NSCs after the induction of microRNA-325-3p downregulation using trypan blue staining. **(B)** Representative bar graphs based upon the annexin-v-positive cell population. **(C)** Representative bar graphs based on the PI-positive cell population. **(D)** Flow cytometry analysis of apoptosis in mock NSCs, scramble NSCs, and sponge NSCs by annexin-v staining after the induction of microRNA-325-3p downregulation using a sponge. **(E)** Flow cytometry analysis of apoptosis in mock NSCs, scramble NSCs, and sponge NSCs by PI staining after the induction of microRNA-325-3p downregulation using a sponge. Data are presented as means ± SEM (*n* = 3). *p < 0.05, ***p < 0.001.

To confirm cell death, an assay for the observation of the sub-G1 population was performed using propidium iodide (PI) staining in combination with flow cytometry. As shown in the results, in mock NSCs and scramble NSCs, there was no difference in the ratio of sub-G1 population of cells (Figures 3C, E). On the other hand, when the downregulation of microRNA-325-3p was induced by the sponge in sponge NSCs, the sub-G1 population of cells increased by approximately 15% compared with mock NSCs and scramble NSCs (Figures 3C, E). These results indicate that the downregulation of microRNA-325-3p induces accumulation in the sub-G1 phase population and that microRNA-325-3p regulates cell proliferation and apoptosis by targeting proliferation and apoptosis-related genes directly.

### 3.4 Apoptotic regulation of microRNA-325-3p in astrocytes from NSCs

By conducting qRT-PCR analysis, we identified that the expression of microRNA-325-3p increases after differentiation into astrocytes from NSCs (Figures 4A, B). These results suggest the potential of microRNA-325-3p as a regulatory factor involved in the generation and function of astrocytes. To analyze whether the downregulation of microRNA-325-3p by the sponge affects astrocyte cell death upon differentiation, we used annexin-v and PI staining to analyze the population of cell death. Annexin-v analysis shows an approximate 16% increase in the population undergoing apoptosis in sponge NSC-derived astrocytes compared to mock NSC-derived astrocytes and scramble NSC-derived astrocytes (Figures 4C, D). Consistently, the populations of PI-positive cells were 6.6% ± 0.8% in mock NSCs, 6.5% ± 0.5% in scramble NSCs, and 17.3% ± 2.4% in sponge NSCs (Figure 4E). The graph shows a 10.5% increase in PI-positive cells during astrocyte differentiation in the group that induced downregulation with sponge expression (Figure 4F). These results suggest that microRNA-325-3p is involved in the differentiation from NSCs to astrocytes and targets genes related to cell differentiation into astrocytes and cell death in astrocytes.

**FIGURE 4:**
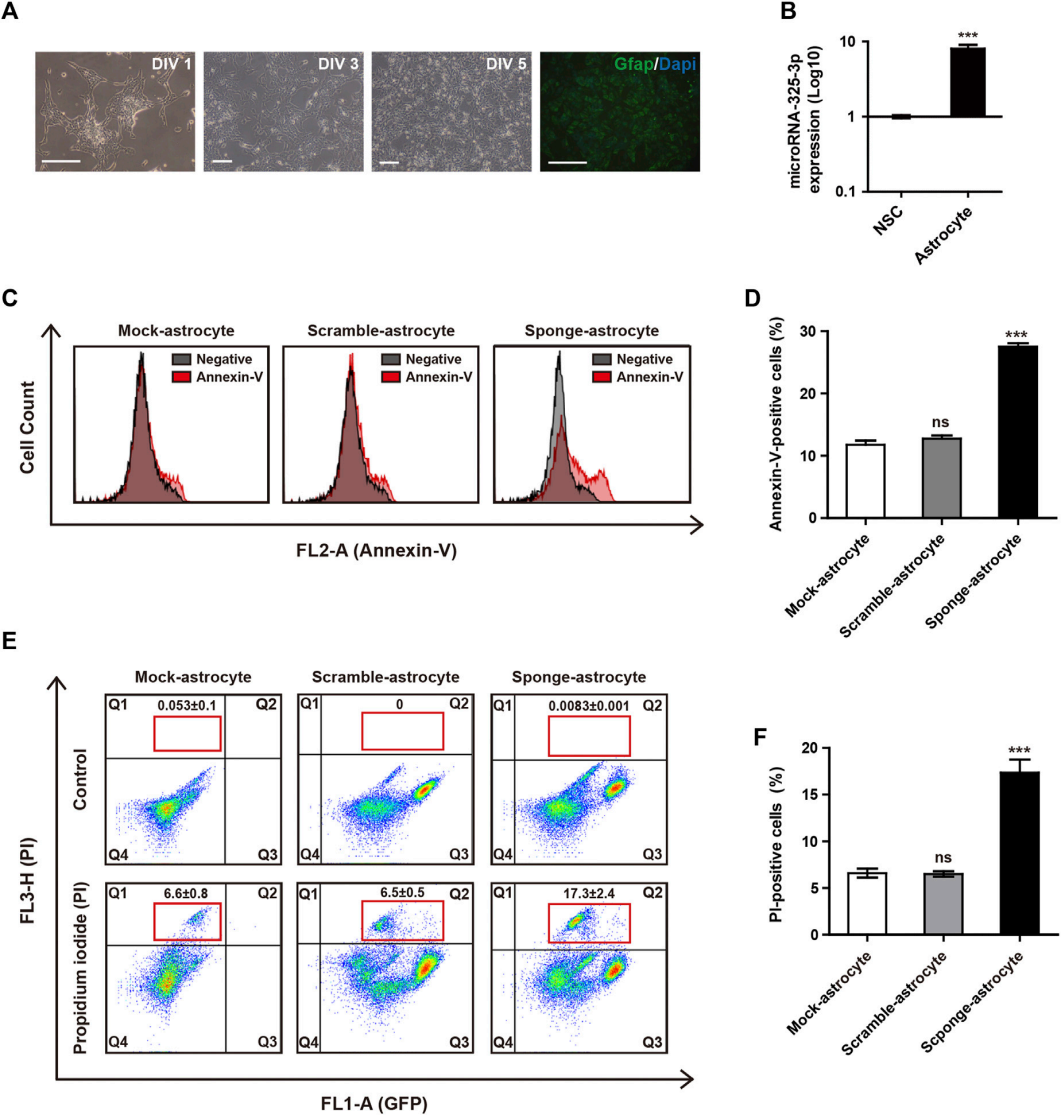
Apoptotic regulation of microRNA-325-3p in astrocytes from NSCs. **(A)** Representative images of differentiation into astrocytes at days *in vitro* (DIV)1, DIV 3, and DIV 5 and immunofluorescence images of GFAP-positive astrocytes at DIV5. **(B)** qRT-PCR analysis. Representative bar graph based upon microRNA-325-3p expression levels in NSCs and NSC-derived astrocytes. Graphs represent changes after normalization to NSCs. **(C)** Flow cytometry analysis of apoptosis in mock NSC-derived astrocytes, scramble NSC-derived astrocytes, and sponge NSC-derived astrocytes by annexin-v staining after the induction of microRNA-325-3p downregulation using a sponge. **(D)** Representative bar graphs based upon the annexin-v-positive cell population. **(E)** Flow cytometry analysis of apoptosis in mock NSC-derived astrocytes, scramble NSC-derived astrocytes, and sponge NSC-derived astrocytes by PI staining after the induction of microRNA-325-3p downregulation using a sponge. **(F)** Representative bar graphs based on the PI-positive cell population. Data are presented as means ± SEM (*n* = 3). ***p < 0.001. Scale bars: 250 μm.

### 3.5 Role of microRNA-325-3p as a post-transcriptional regulator by targeting the apoptosis-related gene BAI1 in NSCs and NSC-derived astrocytes

Before the examination of differentiation and apoptosis-related regulation, we used prediction programs (miRDB and MGI) to search for the target of microRNA-325-3p, and candidate genes with the highest scores were screened out. Moreover, by using a database, we found that microRNA325-3p has binding sites in the 3’-untranslated region (UTR) of brain-specific angiogenesis inhibitor (*Bai1*) (Figure 5A). *Bai1* has a conversed stretch of seven to nine nucleotides that can base-pair with the corresponding microRNA-325-3p. Furthermore, the qRT-PCR analysis revealed a significant increase in the mRNA expression pattern of *Bai1* in NSC-derived astrocytes and a small increase in NSCs by microRNA-325-3p downregulation (Figure 5B). Furthermore, Western blot showed that microRNA-325-3p was a negative regulator of BAI1 in NSCs and NSC-derived astrocytes (Figure 5C). These results suggest that microRNA-325-3p targets and regulates BAI1 expression in NSCs and NSC-derived astrocytes.

**FIGURE 5:**
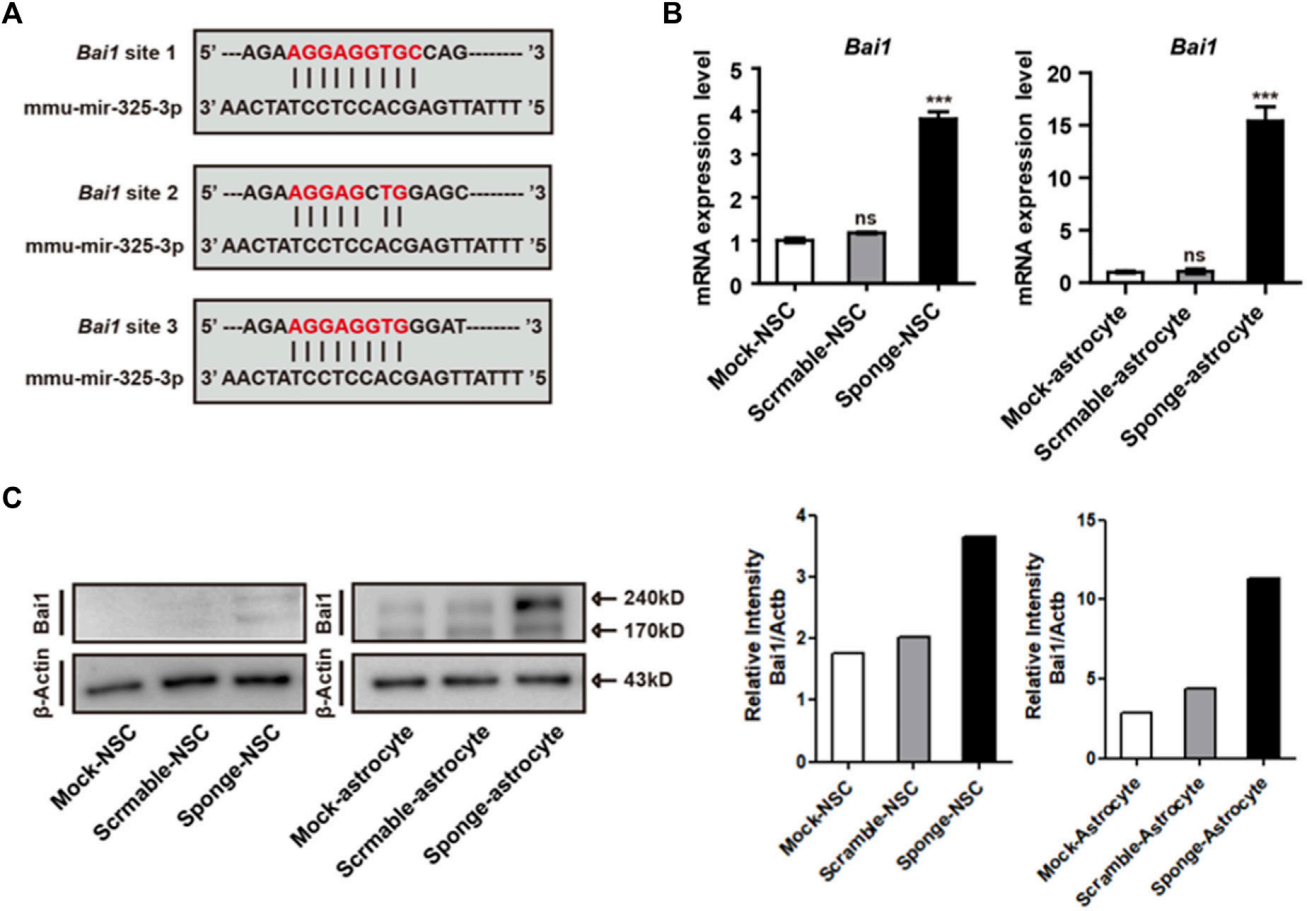
*Bai1* is the target of microRNA-325-3p in NSCs and NSC-derived astrocytes. **(A)** *Bai1* possesses binding sites for microRNA-325-3p in their 3′UTRs. **(B)** qRT-PCR analysis. Representative bar graphs based upon apoptosis-related gene *Bai1* mRNA expression levels in NSCs and NSC-derived astrocytes after the induction of microRNA-325-3p downregulation using a sponge. Graphs represent changes after normalization to mock NSC-derived astrocytes. **(C)** Representative images of Western blot analysis. The protein expression level of Bai1 (left) and relative intensity (right) in NSCs and NSC-derived astrocytes. β-Actin served as an internal control. Data are presented as means ± SEM (*n* = 3). ***p < 0.001.

## 4 Discussion

In this study, we found the NSC- and astrocyte-specific microRNA-325-3p by miRNome-wide screening. Based on the screening data by qRT-PCR, microRNA-325-3p shows high expression in NSCs and astrocytes. MicroRNA-325-3p has been reported to be downregulated in neurodegeneration and upregulated after brain damage (Barak et al., 2013; Yang et al., 2017). Our study found the role of microRNA-325-3p in NSCs and astrocytes, suggesting that microRNA-325-3p can play an important role in the nervous system or brain, like the existing CNS or brain-related microRNA studies. As a result of the microRNA sponge system, we identified that the downregulation of microRNA-325-3p induces apoptosis in NSCs. Furthermore, we confirmed that the expression of microRNA-325-3p increases after differentiation into astrocytes from NSCs, and the downregulation of microRNA-325-3p induces apoptosis in astrocytes (Figures 4B–F). Glial cells play a key role in maintaining homeostasis in the brain and CNS. Among these cells, astrocytes participate in all essential CNS functions (Oberheim et al., 2012; Maia et al., 2015; Phatnani and Maniatis, 2015). Thus, the regulation of astrocyte apoptosis is crucial in the physiology in the CNS. Previous studies have highlighted the role of microRNAs in regulating apoptosis in astrocytes and specific populations of astrocytes (Aw et al., 2017; Zheng et al., 2017). Additionally, microRNA-325-3p, identified as being downregulated in human hepatocellular carcinoma cells and tissues, modulates cell proliferation and apoptosis by directly targeting the tumor suppressor AQP5 (Zhang et al., 2019). This emphasizes the significant involvement of microRNAs in the regulation of cell death and apoptosis. Consistent with earlier findings, we speculate that microRNA-325-3p may play an important role in brain development and neurological diseases associated with astrocytes. These results suggest that microRNA-325-3p might be a modulator playing an important role in astrocytes as well as NSCs and imply that microRNA-325-3p plays a role in NSC and astrocyte apoptosis.

MicroRNAs control translational repression by blocking or degrading mRNA. In the prediction program to search for the target of microRNA-325-3p, we screened out candidate genes with the highest score. Then, we found that BAI1 has an association with cell death and glial cells and with the corresponding binding site with microRNA-325-3p. BAI1 was initially identified as a p53-inducible gene, specifically expressed in the brain, and expression of BAI1 has been demonstrated in neurons and astrocytes (Nishimori et al., 1997; Mori et al., 2002; Sokolowski et al., 2011). BAI1 was also known as a receptor for apoptotic cells and was proven to function in the engulfment of apoptotic cells (Park et al., 2007). BAI1-expressing astrocytes include engulfed apoptotic debris, and BAI1 expressed in cultured astrocytes showed accumulation within the phagocytic cup (Sokolowski et al., 2011). Furthermore, BAI1 is expressed by phagocytes and is found in phagosomes (Das et al., 2014). We found that microRNA-325-3p mediates the apoptosis of NSCs and NSC-derived astrocytes by directly targeting BAI1, which suggests the potential of microRNA-325-3p as a regulator of cell death and differentiation into glial cells in NSCs and NSC-derived astrocytes.

In conclusion, our study suggests microRNA-325-3p as a new critical player in the apoptosis of NSCs and astrocytes. Our work is a cornerstone in apoptosis research using microRNA-325-3p as a biomarker in the BAI1 expressed in the brain and CNS and might be a key to investigating the correlation between microRNA-325-3p and neurodegenerative disease associated with apoptosis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: The role of microRNA-325-3p as a critical player in cell death in NSCs and astrocytes
**Source:** Front Cell Dev Biol. 2024 Jan 16;11:1223987. doi: 10.3389/fcell.2023.1223987
**Supplement:** Supplementary file 3

Supplementary Material

**The Role of MicroRNA-325-3p**

**as a Critical Player in Cell Death in NSCs and Astrocytes**

Yukyeong Lee^1,3,4^, Seung-Won Lee^1,5^, Dahee Jeong^1^, Hye Jeong Lee^1^, Kinarm Ko^1,2*^

# Supplementary Figures and Tables

**1.1 Supplementary Figures**

**
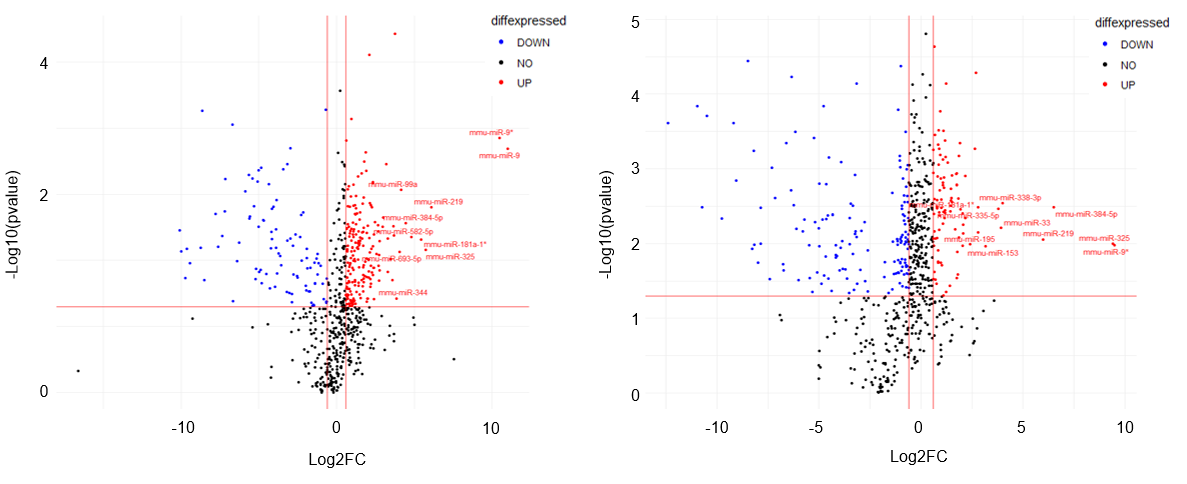
**

**Supplementary Figure 1.** Volcano plot. Top 10 highly expressed microRNA in NSCs. The log2 FC indicates the expression level for each microRNA after normalized to MEF (left) and ESC (right).

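Of the 10 microRNAs labelled in the left panel of Supplementary Figure 1, all 10 had a log2 fold above 0 for NSCs over MEFs in the deposited Ct values, and 5 were called higher: miR-9*, miR-9, miR-325, miR-384-5p and miR-219. The other labelled microRNAs were at 1.97 ± 0.13 (miR-344), 1.50 ± 0.15 (miR-181a-1*), 0.72 ± 0.12 (miR-99a), 0.17 ± 0.28 (miR-582-5p) and 0.01 ± 0.44 (miR-693-5p). The authors' folds over MEFs rest on the MEF Ct values of the paper's supplementary table, and with those values, chosen here after seeing the data, the same 5 microRNAs were at 3.85 (miR-344), 5.45 (miR-181a-1*), 4.14 (miR-99a), 4.81 (miR-582-5p) and 4.05 (miR-693-5p). Of the 10 microRNAs labelled in the right panel, all 10 were called higher in NSCs than in ESCs, with log2 folds from 2.78 to 9.48. The lowest was miR-195 at 2.78 ± 0.40, next to miR-181a-1* at 2.79 ± 0.28. With later Ct values set to 32, calls lost included miR-325, miR-384-5p, miR-153 and miR-338-3p, at lower bounds of 1.896, 0.21, -1.01 and -0.71. With miR-16 as the reference, chosen after seeing the data, they included miR-153 (0.54), miR-338-3p (1.37) and miR-335-5p (1.16). In both panels the plotted p-value rests on the 2 PCR runs of each sample.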

**
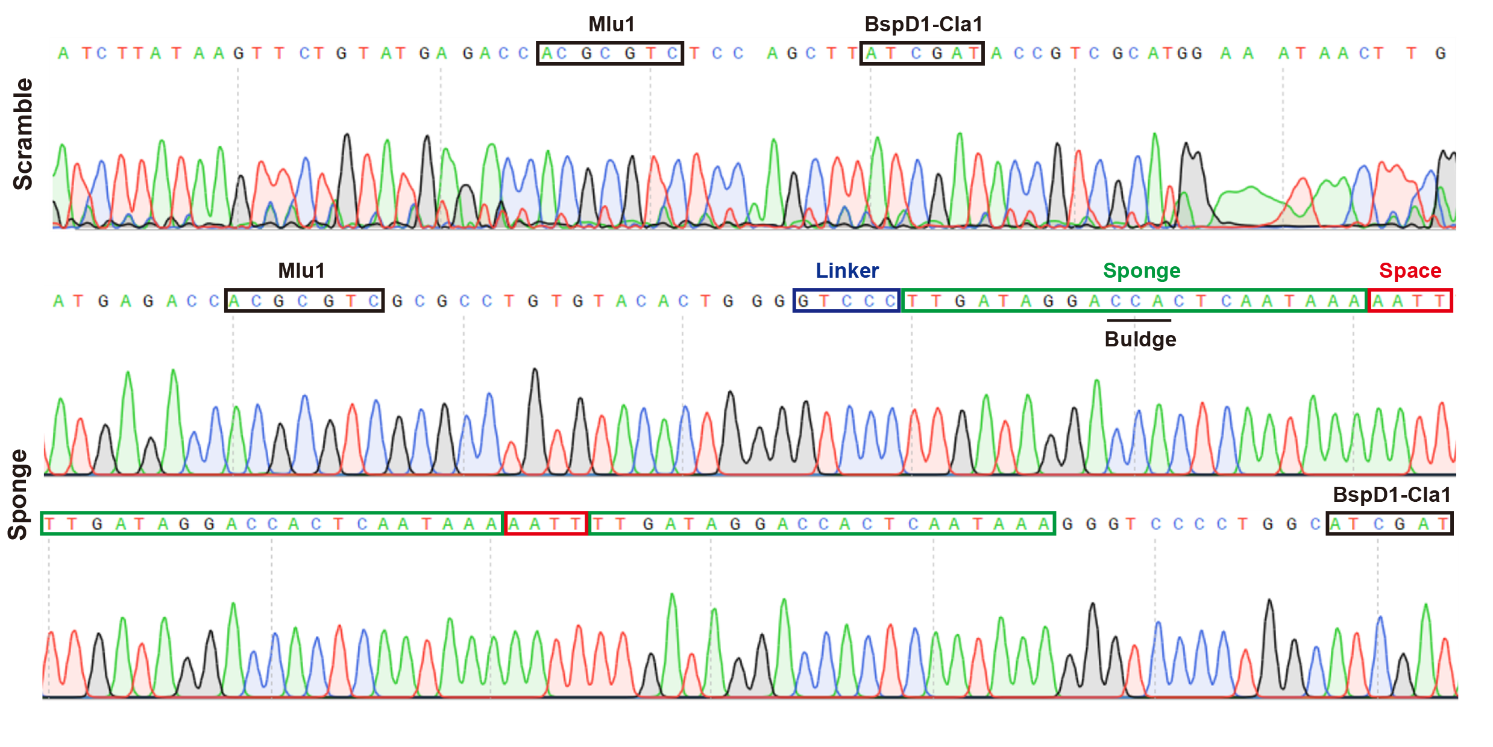
**

**Supplementary Figure 2.** DNA sequencing analysis of scramble NSCs and sponge NSCs that have anti sequence to microRNA-325-3p.

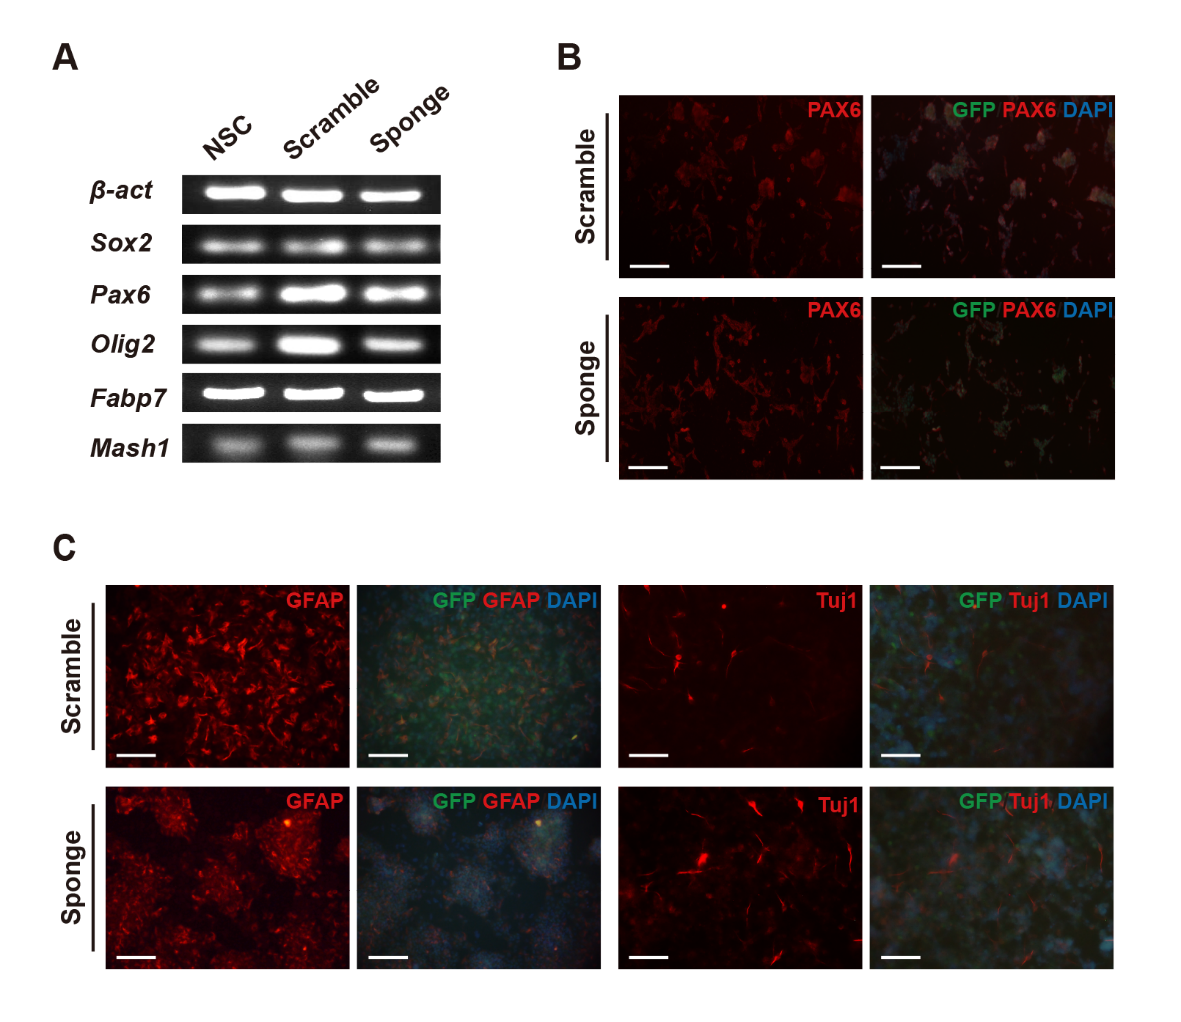

**Supplementary Figure 3.** **Establishment of GFP-Positive Infected Cells.** **(A)** Representative RT-PCR data shows mRNA expression of NSC markers (*Sox2*, *Pax6*, *Olig2*, *Fabp7*, and *Mash1*) in mock NSCs, scramble NSCs, and sponge NSCs. **(B)** Representative images showing immunofluorescence staining of PAX6 in scramble NSCs and sponge NSCs. **(C)** Representative immunofluorescence images of TUJ1 positive neurons and GFAP positive astrocytes in sponge NSCs and scramble NSCs. Scale bars: 250 μm.

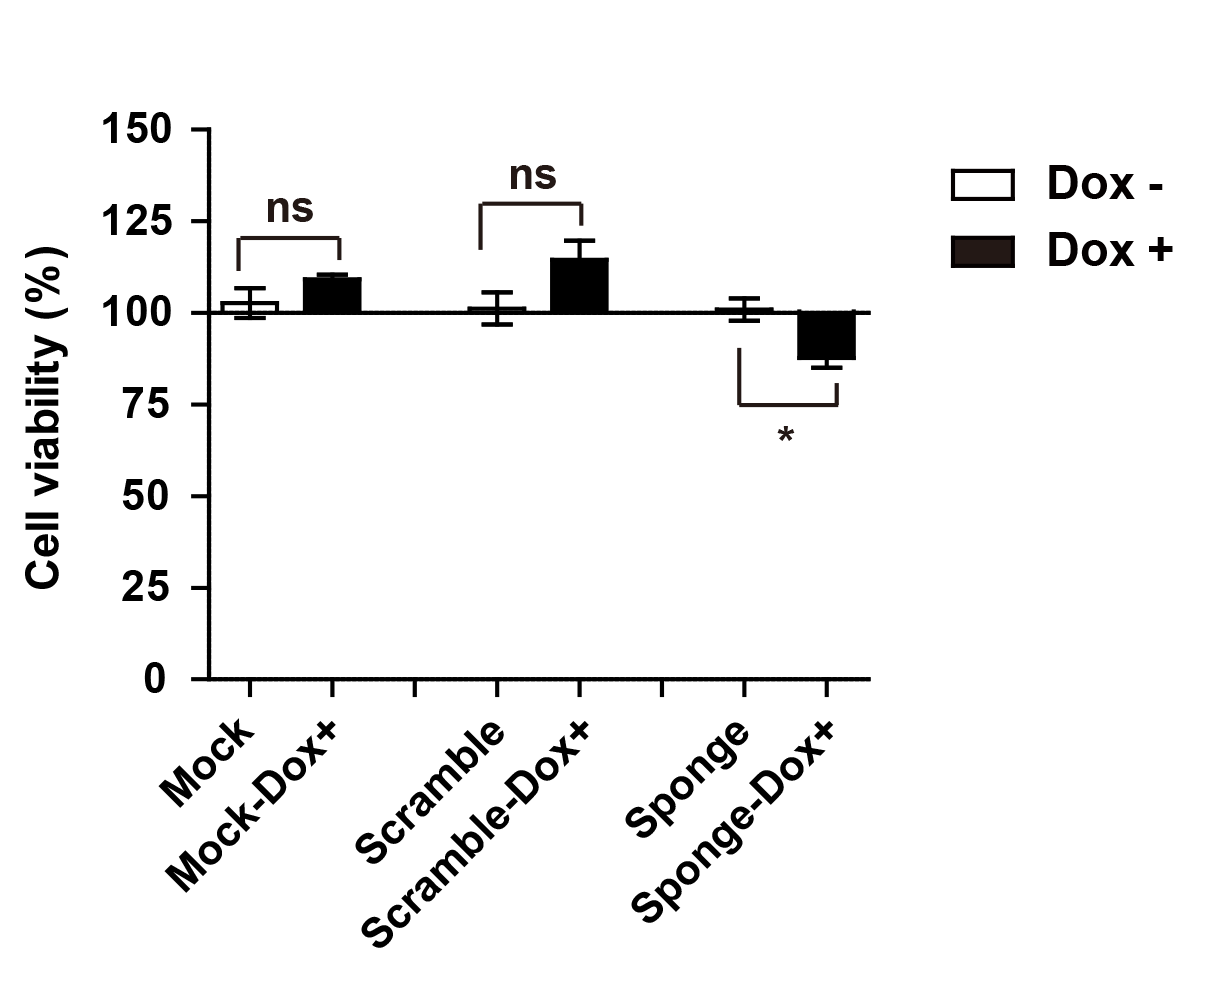

**Supplementary Figure 4.** Representative cell viability bar graphs of mock NSCs, scramble NSCs, and sponge NSCs after induction down-regulation of microRNA-325-3p. Graphs represent changes after normalization to non-doxycycline treat. Data are presented as means ± SEM (*n* = 3). **p* < 0.05.

**1.2 Supplementary Tables**

**Supplementary Table 1. Primer sequences for PCR**

| Gene | Sequences (5′-3′) | Usage |
| --- | --- | --- |
| *Sox2* | F-TTC GAG GAA AGG GTT CTT GCT | RT-PCR |
|  | R-TCC TTC GTT TGT AAC GGT CCT |  |
| *Pax6* | F-CGC GGA TCT GTG TTG CTC AT | RT-PCR |
|  | R-CTT AAA TCC ATG GCA AAT CTT GTC G |  |
| *Olig2* | F-GAC AAG AAG CAG ATG ACT GAG C | RT-PCR |
|  | R-TGG CGA TGT TGA GGT CGT |  |
| *Fabp7* | F-GGG TAA GAC CCG AGT TCC TC | RT-PCR |
|  | R-ATC ACC ACT TTG CCA CCT TC |  |
| *Mash1* | F-CTC GTC CTC TCC GGA ACT GAT G | RT-PCR |
|  | R-CGA CAG GAC GCC GCG CTG AAA G |  |
| *β-actin* | F-CGT GCG TGA CAT CAA AGA GAA GC | RT-PCR |
|  | R-ATC TGC TGG AAG GTG GAC AGT GAG |  |
| *Bai1* | F-CAG CTC ATG ACC GAC TTT GA | qRT-PCR |
|  | R-TGC AGC TTG GAC ACA TTA GC |  |
| *β-actin* | F-CGT GCG TGA CAT CAA AGA GAA GC | qRT-PCR |
| *mir-16* | F-TAG CAG CAC GTA AAT ATT GGC G | qRT-PCR |
| *mir-325-3p* | F-TTT ATT GAG CAC CTC CTA TCA A | qRT-PCR |
| *Universal* | F-GAA TCG AGC ACC AGT TAC GCA TGC CG | qRT-PCR |

F, forward primer; R, reverse primer; qRT-PCR, quantitative RT-PCR;

**Supplementary Table 2. Antibodies for immunocytochemistry**

| Name | Source | Dilution |
| --- | --- | --- |
| PAX6 | DSHB (Iwoa, IA, US) | 1:300 |
| GFAP | Dako (Carpineteria, CA, US) | 1:300 |
| TUJ1 | Millipore (Billerica, MA, US) | 1:300 |
| DAPI | Sigma-Aldrich (St. Louis, MO, US) | 1:1000 |
| Anti-mouse IgG Fab2 Alexa 488 | Cell Signaling Technologies (Danvers, MA, US) | 1:1000 |
| Anti-rabbit IgG Fab2 Alexa 555 | Cell Signaling Technologies | 1:1000 |

**Supplementary Table 3. Antibodies for western blot**

| Name | Source | Dilution |
| --- | --- | --- |
| β-ACTIN | Santa Cruz Biotechnology (Dallas, TX, US) | 1:1000 |
| BAI1 | Novus Biologicals (Centennial, CO, US) | 1:1000 |
| Anti-mouse IgG-HRP | Santa Cruz Biotechnology | 1:1000 |
| Anti-rabbit IgG-HRP | Cell Signaling Technologies | 1:1000 |

How the deposited data were processed for this re-analysis (not part of the article)

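The data are qRT-PCR measurements of 709 mouse microRNAs in 1 sample each of MEFs, ESCs and NSCs, on 2 plates, with 2 PCR runs per sample. The authors deposited 3 kinds of tables for each plate. The first holds the Ct of each well. The second holds 1 value per sample in cycles, a delta Ct. The third holds a fold and a p-value for NSCs against MEFs and for NSCs against ESCs. How a Ct was set from the fluorescence curve is not given in the sources used here. The labels give 40 cycles, but 5 NSC, 10 ESC and 14 MEF wells have a Ct above 40, and these were kept.

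The deposited tables were checked against each other before use. The deposited delta Ct is the mean Ct of the runs minus the mean Ct of U6, RNU43 and U1 of that plate and sample, except in the ESC column of plate 1, where 6.90 cycles more were subtracted. For this reason the delta Ct was computed again from the deposited Ct. The deposited folds, whose headings name NSC first, hold the level of the other cell type relative to NSCs: all 682 folds for MEFs and all 678 for ESCs are the inverse of NSCs over the other cell type within 0.01 on the log2 scale, when the MEF Ct values of the paper's supplementary table are used. With the deposited MEF Ct values, 1 of the 682 folds is. The 2 sets of MEF Ct values had a median absolute difference of 1.62 cycles and a Pearson correlation of 0.76 across microRNAs, which are not independent replicates. The deposited Ct values are the main values here, and the other set was run as an alternative. The deposited p-values were used only as the authors' values.

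From the deposited Ct, the mean of the runs was taken, or the single run where 1 was measured. Wells with no value were left out. A log2 fold is the difference between the delta Ct values of 2 samples, which takes amplification as 2-fold per cycle. Its error is the SD of the runs of each sample divided by the square root of 2, added in quadrature, from 1 sample alone where the other had 1 run. Calls need a fold of at least 4, runs that do not overlap and a mean Ct of at most 32 in the higher sample. A fold of at least 50, as in the legend of Figure 1A, was counted without these conditions. No test across samples was possible. On simulated Ct values of 709 microRNAs, all changes of 3 and 6 on the log2 scale with a Ct of at most 32 in the higher sample were called, and 0% of 509 unchanged microRNAs, for NSCs over MEFs and for NSCs over ESCs. In the simulation the reference RNAs shifted alike and the noise was that between the PCR runs of NSCs, far below the 4-fold cut. It checks the computation only. It says nothing about reference RNAs that shift apart or about false calls between separate samples.

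The 12 lists of microRNAs (neural, let-7, miR-17 and related clusters, miR-290, miR-302, miR-200, fibroblast and mesenchymal, Dlk1-Dio3, Sfmbt2 intron, blood and endothelial, X-linked testis-enriched, and muscle, liver and pancreas) were fixed before the deposited files were examined. Each list's median was placed among 10000 random lists drawn from 5 bins of mean delta Ct. Named microRNAs are miR-325 and miR-325*, those named in the text, Figure 1 or Supplementary Figure 1, the 10 largest and 10 smallest log2 folds per comparison with all wells measured, and up to 4 members per list. The paper's supplementary tables had been seen when this rule was written. The lists belong to the same plan, so they cannot be taken as independent of those tables. miR-346, miR-16, miR-7b and miR-377 fall outside the naming rule and were named after their values were seen. The 3p and 5p arms are not named for miR-325, so assay names are used as deposited. Neighbouring genes were taken from a RefSeq gene table of the mouse genome, and no coordinates are given because the deposited tables name no genome build.

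Alternatives set before the deposited files were examined were each reference RNA alone, the mean of the microRNAs at a Ct of at most 32 as the reference, late and unmeasured wells set to a Ct of 32 or 35, late microRNAs left out, runs within 1 cycle, each run alone, and 1.9-fold amplification per cycle. Each run alone was set against the mean of the reference RNAs over both runs. A further 2 were chosen after seeing the data: the MEF Ct values of the paper's supplementary table, and miR-16, for which the paper lists a primer, as the reference. All steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The qRT-PCR of Figure 1D and 1E and the experiments with the microRNA sponge were not analysed here.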

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

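The tests of RNA mixed into the ESC sample, of the reference RNAs, of a constant shift and both tests of the X-linked microRNAs were chosen after the results were seen. The tests of shifted rows and of fibroblast RNA were set before.

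The MEF Ct values of the paper's supplementary table differ from the deposited ones. They are singled out because of a group that the paper does not discuss. The X-linked testis-enriched microRNAs had a median log2 fold of 5.01 for the supplement's MEF values over NSCs, and 0.72 for the deposited ones. Their median Ct in the supplement's MEF values was 29.79, which argues against noise of late wells, and it was 33.88 in the deposited values. Their Ct differed between the sets by 5.99 cycles more than that of the other microRNAs, so a shift of all microRNAs does not account for them.

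Rows out of register do not account for the gap between the sets, since the highest correlation with rows moved by 1 to 24 places, minus that without a move, was -0.52 on the plate where this difference was larger. A constant shift from RNA input does not either, since well-detected lists moved in opposite directions, with the median Ct difference 5.31 cycles larger in the Sfmbt2 intron cluster than in the let-7 family. The fibroblast and mesenchymal list was higher in the deposited MEF values than in NSCs (median log2 fold 5.53) and ESCs (1.04), but in the supplement's MEF values its median was -2.26 against ESCs, and 1.902 against NSCs. By the rule set before, the negative median against ESCs fits a set that was not measured on fibroblast RNA. That median cannot decide this, since the ESC sample itself stood 5.10 above NSCs on this list. Against NSCs, 8 of the 17 members were higher in the supplement's MEF values and none was lower. Whether the supplement's set was measured on fibroblast RNA stays open. As a hypothesis, male germ cells are a candidate source of RNA in that set: 25 of the 31 X-linked testis-enriched microRNAs had a Ct of at most 32 in that set against 5 in the deposited one, the miR-290 cluster was 2.34 above NSCs, and no sample of germ cells was available to test it.

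In ESCs the fibroblast and mesenchymal list, which the paper does not discuss, was far above NSCs, with a median log2 fold of 5.10, and near the MEF level. The reference RNAs of NSCs do not account for this as a whole, since a reference moves all microRNAs alike, and the list's median stood 4.72 above that of all other microRNAs. With U6, U1 or RNU43 alone or the mean of the microRNAs as the reference, the list's median ranged from 4.13 to 5.73. RNA like that of the MEF sample, as from feeder cells, may add a part. For the whole at 1 share, the list's median needs 0.486 of the MEF level. Of the 336 microRNAs with a Ct of at most 30 in MEFs, 10 stood in ESCs below 0.5 of that share, among them miR-33 at 0.0543 and miR-214* at 0.0847. These values argue against the whole coming from RNA of this MEF sample at 1 share. The 10 were picked as the lowest, and only PCR error was allowed for. Among them, miR-199a-5p and miR-214* belong to the list itself. Feeder cells unlike this MEF sample, and expression by the ESCs themselves, stay open and were not tested.

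miR-346, which the paper does not name, had a log2 fold of 7.13 for NSCs over MEFs, from 1 MEF well, and 1.17 with the supplement's MEF values. miR-16, for which the paper's primer table lists a primer, had a log2 fold of 2.63 for NSCs over ESCs.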

How the results depend on the processing

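The settings with the MEF Ct values of the paper's supplementary table and with miR-16 as the reference were chosen after seeing the data. The others were set before. With 1 sample per cell type, no setting shows how much cells of the same type vary. No paired analysis was possible because each cell type has 1 sample and no result comes from a test. The large folds rest on Ct values above 32 in the lower sample, where the runs differ most, and the single reference RNAs differ in how they shift between samples.

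Of 156 values of the main results under the settings fixed before, 110 stayed within PCR error or within 1.5 times the count and 46 moved. Of 1185 values for the lists 1009 stayed, 164 moved and 12 turned direction. Of 690 values for named microRNAs 323 stayed, 364 moved and 3 turned, all 3 of them bounds with later Ct values set to 32, which do not show a reversal. Under the added settings the main results stayed 10 times and moved 14 times. For NSCs over MEFs and for NSCs over ESCs, no log2 fold of miR-325 or miR-9 turned direction. In NSCs, the log2 fold of miR-325 over MEFs ranged from 3.44 to 10.17 and that over ESCs from 1.896 to 10.46. The lowest value of each range is a lower bound at a Ct limit of 32. Its rank by level in NSCs ranged from 158 to 205. The cause of the changes below was not tested, apart from the settings that leave out microRNAs, which have fewer to count.

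U6 alone moved the median of all log2 folds by -0.46 (NSCs over MEFs), -0.52 (NSCs over ESCs) and 0.05 (ESCs over MEFs). miR-9 over ESCs became 11.95, the median of miR-17 and related clusters over MEFs -0.18, and the neural list -0.0798 over MEFs and -0.0604 over ESCs.

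U1 alone moved the median of all by -0.68, -0.45 and -0.22. There were 153 microRNAs lower in NSCs than in MEFs, and ESCs had 30 higher and 35 lower than MEFs in place of 36 and 22. miR-9 became 9.56 over MEFs and 12.24 over ESCs. Over MEFs, miR-17 and related clusters became -0.38 and the neural list -0.25.

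RNU43 alone moved the median of all by 1.15, 0.98 and 0.16. NSCs had 50 higher and 60 lower than MEFs in place of 12 and 95, and 56 higher and 76 lower than ESCs in place of 20 and 101. miR-9 became 11.44 over MEFs and 13.55 over ESCs.

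The mean of the microRNAs moved the median of all by 0.54, 0.62 and -0.06. NSCs had 20 higher than MEFs, and 40 higher and 87 lower than ESCs. miR-9 became 10.97 and 13.17.

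With later and unmeasured wells at a Ct of 32, at least 50-fold higher were 2 in NSCs over MEFs, 2 over ESCs, 2 over both and 6 in ESCs over MEFs, and 10 were called higher in NSCs than in ESCs. The bounds were 3.44 and 1.896 for miR-325, 8.05 and 6.51 for miR-9, and 9.13 and 7.36 for miR-9*. The neural list turned to -0.00226 over MEFs and -0.64 over ESCs, and the muscle, liver and pancreas list to 0.94 for ESCs over MEFs. Bounds of the other sign, which do not show a reversal, were found for 3 microRNAs. They were 1.63 for miR-325* for ESCs over MEFs (an upper bound), and -1.01 and -0.71 for miR-153 and miR-338-3p for NSCs over ESCs (lower bounds). The median of all moved by -0.34 for NSCs over ESCs and 0.35 for ESCs over MEFs. At a Ct of 35, 3 were at least 50-fold higher in NSCs than in ESCs and 2 than in both, and the bounds were 6.44 and 4.90 for miR-325 and 9.51 for miR-9 over ESCs.

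Leaving out microRNAs above a Ct of 32 in either sample left 0 at 50-fold for NSCs over MEFs, over ESCs and over both, and 1 for ESCs over MEFs. Called were 5 higher and 41 lower against MEFs, 4 higher and 46 lower against ESCs, and 20 higher and 9 lower in ESCs against MEFs. The neural list turned to -0.40 and -0.61, and the Sfmbt2 intron cluster over ESCs to 0.0249. No value for miR-325 or miR-9 is possible there, nor with both runs within 1 cycle. That setting left 2 at 50-fold over MEFs, 1 over ESCs, 1 over both and 7 in ESCs over MEFs, with 12 higher in NSCs than in ESCs, and the neural list at -0.26 over ESCs.

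The first run alone gave miR-9 12.57 over ESCs, and the second run has no such value. miR-9* over MEFs was 10.12 in the first run and 11.13 in the second. At 1.9-fold per cycle miR-9 was 9.49 over MEFs and 11.65 over ESCs, and miR-9* 9.84 over MEFs.

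The MEF values of the paper's supplementary table moved the median of all by 0.85 for NSCs over MEFs and 0.97 for ESCs over MEFs. NSCs had 55 higher and 78 lower than MEFs, and ESCs 93 higher and 29 lower. The Dlk1-Dio3 cluster went from 32 to 3 members lower in NSCs than in MEFs (median -0.20), and the let-7 family from 0 to 6 higher (2.42). For NSCs over MEFs, miR-325 became 5.73, miR-9 11.02, miR-17 and related clusters -0.0633, miR-335-3p -1.90, miR-134 0.82 and miR-21 0.27. For ESCs over MEFs, the Sfmbt2 intron cluster became -1.39, the fibroblast and mesenchymal list 2.26, the let-7 family 1.92, the muscle, liver and pancreas list 0.79, miR-325* 0.00944, miR-219 0.14, miR-335-3p -1.30 and miR-466a-3p -1.90.

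miR-16 as the reference moved the median of all by -0.84, -2.55 and 1.70. There were 167 lower in NSCs than in MEFs, 5 higher and 334 lower than in ESCs with 3 at least 50-fold higher, and in ESCs over MEFs 161 higher, 1 lower and 22 at least 50-fold higher. miR-325 became 6.77 over ESCs, miR-9 9.46 over MEFs and 9.95 over ESCs, miR-9* 9.75 and 6.98, and miR-344 -0.56 over ESCs. The lists that turned were miR-17 and related clusters (-0.58) and the neural list (-0.35) for NSCs over MEFs, let-7 (-1.94) and the neural list (-2.08) for NSCs over ESCs, and the fibroblast and mesenchymal list (0.80), let-7 (0.15) and the muscle, liver and pancreas list (0.78) for ESCs over MEFs. A reference moves all microRNAs of a plate alike, so these signs do not say how a list stands against the other microRNAs.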

Differences from the paper's values

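The folds of the paper's supplementary table are set beside folds from the deposited Ct values. All of the 23 values below differ in comparisons with MEFs, and all 23 come within the paper's values with the MEF Ct values of that same table, an alternative chosen after seeing the values, from which the paper's folds are computed, and which drops 0 of the paper's microRNAs.

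For NSCs over MEFs, the paper's fold and that found here were 2071 and 1212 for miR-9, 53.1 and 348 for miR-325, 69.2 and 6.19 for miR-219, and 190 and 1.66 for miR-1186. Of the alternatives set before the deposited files were examined, RNU43 alone, the mean of the microRNAs and the first run alone bring miR-9 within the paper's value. With a limit of Ct 32 the lower bounds are 265 for miR-9 and 10.9 for miR-325. These bounds lie below both the paper's values and those found here, so they cannot decide between them. No other setting fixed before brings miR-9 or miR-325 within the paper's value, and none does for miR-219 and miR-1186.

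For ESCs over MEFs, the paper's fold and that found here were 58.1 and 159 for miR-291b-3p, 50.5 and 1409 for miR-291a-3p, 58.1 and 2192 for miR-293, 344 and 93.8 for miR-302d, 52.7 and 26.5 for miR-294*, 127 and 32.6 for miR-200a, 105 and 15.4 for miR-363, 61.1 and 3.50 for miR-141, and 110 and 0.964 for miR-1186. A lower bound cannot show agreement with the paper's value. As lower bounds, the values with a limit of Ct 32 do not differ from the paper's for miR-291b-3p, miR-294* and miR-302d, nor does that with a limit of Ct 35 for miR-200a. No other setting fixed before does for these, and none does for miR-291a-3p, miR-293, miR-363, miR-141 and miR-1186. With miR-16 as the reference, chosen after seeing the values, miR-302d (337) and miR-200a (117) come within the paper's values.

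For MEFs over ESCs, the paper's fold and that found here were 124472 and 0.383 for miR-717, 58.2 and 0.0952 for miR-465b-3p, 1299 and 9.67 for miR-465a-3p, 78.9 and 3.22 for miR-883a-3p, 94.1 and 0.888 for miR-463*, 208 and 0.658 for miR-883b-3p, 58.3 and 0.868 for miR-743a, 143 and 2.14 for miR-878-5p, and 90.2 and 0.0953 for miR-880. Here too a lower bound cannot show agreement. As lower bounds, the values with a limit of Ct 35 do not differ from the paper's for miR-465a-3p, miR-743a, miR-878-5p and miR-883a-3p, and with the first run alone miR-883a-3p (18.0) is within the PCR error of the paper's value. No setting fixed before does for the others. The paper's count of microRNAs at least 50-fold higher in MEFs than in ESCs is 10, against 0 here and at most 2 under the settings fixed before, and miR-741 among the 10 has no deposited MEF value. In the paper's table the MEF Ct of miR-717 is 3.83 in run 1 and 39.2 in run 2, and a Ct of 3.83 is not a level a microRNA assay can hold.

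The paper places microRNA-325-3p highest in NSCs, followed by microRNA-9. The values set beside it are those of the miR-325 assay. The deposited names do not say whether miR-325 or miR-325* is the 3p arm. Here miR-9* and miR-9 stand above miR-325 by level in NSCs (ranks 29, 36 and 193), and its rank by level is 158 or later under every setting. By fold miR-325 ranks 3 over MEFs, where it is within the PCR error of miR-9, and 3 over ESCs, where it is within the PCR error of miR-9*. Of the settings fixed before, the second run alone places miR-325 above miR-9 over MEFs (1151 against 784) and above miR-9* over ESCs (1404 against 319), where miR-9 has no value and miR-325 ranks 1, and U1 alone places it above miR-9* over ESCs (531 against 503). The order with U1 alone turns because these assays are on different plates, on which U1 shifted by different amounts. miR-335-3p, drawn in Figure 1C among microRNAs of NSCs, was 1.51 times the NSC level in ESCs.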

Other observations

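The lists in this part were fixed before the deposited files were examined, but the paper's supplementary tables were seen during planning. The MEF values of the paper's supplementary table and the reference miR-16 were chosen after the results were seen. A sign that turns with a reference does not place a list against the other microRNAs, since a reference moves all microRNAs of a plate alike.

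ESCs and MEFs also differ apart from the miR-290 and miR-302 clusters. In the miR-17 and related clusters, linked to proliferating cells, the median log2 fold of ESCs over MEFs was 1.51 (percentile 100) with miR-18a* called higher, or 0.96 (percentile 56.66) with none called with the supplement's MEF values. In the miR-200 family that median was 1.81 (percentile 99.94), with miR-200b and miR-200c called higher, miR-200c at 7.16 ± 0.99. With the supplement's MEF values it was 4.29 (percentile 100), with 3 of 9 called higher. In the pluripotency clusters, miR-302b was at 13.34 for ESCs over MEFs from 1 late MEF well, with lower bounds of 8.32 at a Ct limit of 35 and 5.32 at 32, and next to miR-295 stood miR-293 at 11.10 ± 0.23, miR-291a-3p at 10.46 ± 0.37 and miR-294 at 10.16 ± 0.13. In the Sfmbt2 intron cluster 7 of 52 were higher in ESCs (median 0.75, percentile 100), which turned to -1.39 with the MEF values of the paper's supplementary table. The let-7 family, known from differentiated cells, was lower in ESCs, with 3 of 9 called (let-7a, let-7d and let-7f, median -1.70, percentile 0.01). Its median turned to 1.92, with 3 higher and none lower, with the supplement's MEF values. With miR-16 as the reference it turned to 0.15, where the median of all microRNAs was 1.60. miR-150, a microRNA of lymphocytes, was at 4.04 ± 0.41 in ESCs over MEFs.

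The other lists had few or no members called. Those called were miR-206 (muscle) and miR-470* (X-linked), both lower in NSCs than in MEFs, miR-547 (X-linked), lower in NSCs than in ESCs, and, between ESCs and MEFs, miR-376b and miR-150 as higher and miR-136, miR-376a, miR-377, miR-218, miR-219 and miR-223 as lower in ESCs. For NSCs over MEFs the medians were -1.07 for let-7 (percentile 6.71; 0.13 with RNU43 alone and 2.42, with 6 of 9 higher, with the supplement's MEF values), 0.30 for miR-17 and related clusters (98.04; -0.18 with U6 and -0.38 with U1 alone), -0.69 for the miR-200 family (40.2; 0.46 with RNU43 and 0.53 with the supplement's MEF values), -0.85 for miR-290 (24.88; 0.34 with RNU43 and -2.34 with the supplement's MEF values), -0.52 for miR-302 (62.62; 0.63 with RNU43 and 0.60 with the supplement's MEF values), -0.88 for muscle, liver and pancreas (26.13; 0.31 with RNU43 and 0.86 with the supplement's MEF values) and -0.72 for the X-linked list (39.42; 0.48 with RNU43 and -5.01, with 20 of 29 lower, with the supplement's MEF values). For NSCs over ESCs they were -0.97 for miR-17 and related clusters (4.38; 0.00 with RNU43), -0.21 for the X-linked list (64.95; 0.76 with RNU43) and -0.08 for muscle, liver and pancreas (74.42; 0.90 with RNU43). For ESCs over MEFs they were -0.26 for Dlk1-Dio3 (10.58; 1.55 with miR-16 and 1.99, with 23 higher and none lower, with the supplement's MEF values), 0.17 for the X-linked list (89.74; -0.00 with U1 alone and -5.33, with 16 lower, with the supplement's MEF values), 0.58 for blood and endothelial microRNAs (91.87), -1.07 for muscle, liver and pancreas (1.19; 0.78 with miR-16 and 0.79 with the supplement's MEF values) and -0.22 for the neural list (28.87; 0.00 with RNU43 and 0.28 with the supplement's MEF values).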
